# Replication timing analysis in polyploid cells reveals Rif1 uses multiple mechanisms to promote underreplication in Drosophila

**DOI:** 10.1093/genetics/iyab147

**Published:** 2021-09-13

**Authors:** Souradip Das, Madison Caballero, Tatyana Kolesnikova, Igor Zhimulev, Amnon Koren, Jared Nordman

**Keywords:** DNA replication, common fragile sites, replication timing, Drosophila, genome stability

## Abstract

Regulation of DNA replication and copy number is necessary to promote genome stability and maintain cell and tissue function. DNA replication is regulated temporally in a process known as replication timing (RT). Rap1-interacting factor 1 (Rif1) is a key regulator of RT and has a critical function in copy number control in polyploid cells. Previously, we demonstrated that Rif1 functions with SUUR to inhibit replication fork progression and promote underreplication (UR) of specific genomic regions. How Rif1-dependent control of RT factors into its ability to promote UR is unknown. By applying a computational approach to measure RT in Drosophila polyploid cells, we show that SUUR and Rif1 have differential roles in controlling UR and RT. Our findings reveal that Rif1 acts to promote late replication, which is necessary for SUUR-dependent underreplication. Our work provides new insight into the process of UR and its links to RT.

## Introduction 

Replication of the genome is a highly regulated process that requires duplicating billions of bases of DNA with a high degree of accuracy. Failure to properly replicate genetic and epigenetic information each and every cell cycle can result in cell lethality or disease (Jackson *et al.* 2014). Regulation of DNA replication occurs largely at the initiation stage, where in late M and G1 phases of the cell cycle, the origin recognition complex (ORC) facilitates loading of the MCM2-7 replicative helicase in an inactive state at all potential initiation sites (Bell and Labib 2016). In S phase, a subset of these helicase complexes will be activated by Dbf4-dependent kinase (DDK). S-CDK activity then facilitates replisome assembly and the formation of bidirectional replication forks emanating from the replication start site (Siddiqui *et al.* 2013). To ensure genome stability, not all helicases are activated simultaneously during S phase (Mantiero *et al.* 2011; Collart *et al.* 2013). Rather, helicase activation is regulated temporally in a process known as replication timing (RT) (Gilbert 2002; Rhind and Gilbert 2013). RT refers to the precise time in S-phase when a given genomic region gets duplicated. RT is correlated with chromatin structure and activity: regions of the genome that replicate early tend to be accessible and transcriptionally active, whereas regions that replicate late tend to be less accessible and less transcriptionally active (Gilbert 2002; Rhind and Gilbert 2013).

RT is not merely a passive reflection of the chromatin state, but rather an actively regulated process. One major regulator of RT is the trans-acting factor Rif1 (Rap1-interacting factor 1). Rif1 controls genome-wide RT from yeast to humans (Cornacchia *et al.* 2012; Hayano *et al.* 2012; Yamazaki *et al.* 2012; Peace *et al.* 2014; Sreesankar *et al.* 2015; Seller and O’Farrell 2018; Armstrong *et al.* 2020). The prevalent model for how Rif1 controls the RT program is based upon its conserved protein phosphatase 1 (PP1)-interaction motif. In this model, Rif1 recruits PP1 to loaded MCMs to oppose DDK-mediated helicase activation and to promote late replication (Davé *et al.* 2014; Hiraga *et al.* 2014, 2017). How Rif1 targets specific genomic regions or helicase molecules is unknown.

Despite the tight regulation of the DNA replication and RT programs, cell-type-specific regulation is necessary to accommodate cell-type-specific needs throughout development. For example, many cells of developing organisms are polyploid, having multiple copies of the genome in a single cell (Edgar and Orr-Weaver 2001; Lilly and Duronio 2005; Zielke *et al.* 2013). The genomes of polypoid cells, however, are not always fully replicated (Spradling and Orr-Weaver 1987; Edgar and Orr-Weaver 2001; Nordman and Orr-Weaver 2012; Hua and Orr-Weaver 2017). In Drosophila, most of the pericentric heterochromatin (PH) and certain euchromatic regions are underreplicated (eUR) in polyploid cells. These underreplicated regions resemble chromosomal fragile sites found in mammals in that they lack replication origins, are late replicating, display tissue specificity and are associated with DNA damage (Andreyeva *et al.* 2008; Nordman *et al.* 2011, 2014; Sher *et al.* 2012; Yarosh and Spradling 2014). Underreplication is an actively regulated process, and in Drosophila the SUUR (Suppressor of Underreplication) protein is required to promote UR (Belyaeva *et al.* 1998). SUUR is a potent inhibitor of replication fork progression and it promotes UR by inhibiting fork progression within specific regions of the genome (Sher *et al.* 2012; Nordman *et al.* 2014). SUUR, however, is unable to inhibit fork progression or promote UR on its own. Recently, we have shown that SUUR associates with Rif1 and recruits Rif1 to replication forks and that UR is completely dependent on Rif1 (Munden *et al.* 2018). Based on these data, we proposed that Rif1 acts downstream of SUUR to promote UR. Rif1 is known to regulate RT in multiple Drosophila tissues (Armstrong *et al.* 2020). It is unclear what contribution Rif1-dependent RT has on the promotion of UR, if any.

Here, we explore the relationship between UR and late replication and what role SUUR and Rif1 play in controlling UR and RT. To investigate this, we applied a sorting-independent computational method to profile RT in Drosophila polyploid cells genome wide, which has not been feasible with traditional methods. In addition to generating the first high resolution genome-wide RT profiles of salivary gland and fat body tissues, we discovered that SUUR and Rif1 have differential roles in controlling UR and RT. Whereas both SUUR and Rif1 are essential for UR, only Rif1 has a substantial effect on RT. Interestingly, our results also suggest that SUUR-mediated UR is dependent on late replication promoted by Rif1 in a chromatin-specific context. Together, our findings provide new insights into tissue-specific UR, its links to RT and the differential contribution of SUUR and Rif1 on RT and UR.

## Materials and methods

### Genomic DNA sequencing

Flies used in this study are listed in Table 1. Salivary glands were dissected in Ephrussi-Beadle Ringers (EBR) solution (10 mM HEPES pH 6.9, 130 mM NaCl, 5 mM KCl, 2 mM CaCl_2_) from ∼20 3rd instar female larvae prior to wandering per genotype, wild type—*OregonR*,* Rif1 - Rif^1^1/Rif^2^*, and *SuUR—SuUR^ES^*. Fat bodies were dissected in EBR from 25 OregonR female larvae per replicate 96 h after egg laying (AEL). Tissues were pelleted, resuspended in LB3 (10 mM Tris pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-deoxycholate, 0.5% N-Lauroylsarcosine), dounce homogenized and sonicated using a Bioruptor 300 (Diagenode) for 10 cycles of 30” on and 30” off at maximal power. Lysates were treated with RNase and Proteinase K and genomic DNA was isolated by phenol-chloroform extraction. Illumina libraries were prepared using NEBNext DNA Ultra II DNA Library Prep Kit for Illumina (New England Biolabs) following the manufacturer's protocol. Barcoded libraries were sequenced using Novaseq 6000 paired-end 150 bp sequencing.

**Table 1:** Strains used in this study

Reagent type (species) or resource	Designation	Source or reference	Additional information
Strain, strain background (*D. melanogaster*)	WT: *Oregon R*		
Strain, strain background (*D. melanogaster*)	*SuUR*	(Belyaeva *et al.* 1998)	*w^118^; SuUR^ES^*
Strain, strain background (*D. melanogaster*)	*Rif1^1^*	(Munden *et al.* 2018)	*w^118^*; *Rif1^1^*
Strain, strain background (*D. melanogaster)*	*Rif1^2^*	(Munden *et al.* 2018)	*w^118^*; *Rif1^2^*
Strain, strain background (*D. melanogaster*)	*Rif1*	(Munden *et al.* 2018)	*w^118^*; *Rif1^1^*/*Rif1^2^*

### Bioinformatics

#### RT generation

Bam files were aligned to dm6 (Dos Santos *et al.* 2015) by BWA mem (v0.7.17) (Li, 2013) and duplicate reads are marked with Picard Tools command “MarkDuplicates.” Coordinates of uniquely-mapping, nonduplicate, reads with a MAPQ >10 were extracted with samtools (Li *et al*. 2009) view (v1.11) (-F 1024 -F 256 -F 128 -q 10). All the salivary gland and fat body samples processed were in biological duplicates. RT values for wing disc and follicle cell were from previously published data (Armstrong *et al.* 2020).

RT was generated from a modified version of TIGER (Koren *et al.* 2021). Alignability filtering was performed against dm6 using a read length of 100 bp. The uniquely aligning sample reads were then partitioned into windows of 1000 uniquely alignable base pairs. GC correction was performed with standard segmentation (TIGER command “TIGER_segment_filt,” using the MATLAB function “segment”) parameters which temporarily removed eUR and PH regions for determining GC content bias. GC correction was then applied to all data (PH and eUR included).

From the GC-corrected data in 1 kbp windows, eUR regions were defined in WT fat body and salivary gland samples as regions of continuous low DNA copy number. In this, the raw DNA copy number data in 1 kb windows were segmented (TIGER command “TIGER_segment_filt,” R2 = 0.04, standard deviation threshold = 1) to identify regions of at least one standard deviation below the mean. From these regions, only those ≥50 kbp in length without gaps ≥10 kbp (≥10 continuous 1 kbp windows above the segmentation standard deviation cutoff) were called as eUR regions. This method provided the most accurate prediction of eUR regions by visual inspection. These predicted eUR regions overlapped with the smaller panel of previously published UR regions (Nordman *et al.* 2011) in fat body and salivary glands. The predicted and previously published eUR regions were merged with bedtools (Quinlan and Hall 2010) merge (v2.29.2) to finalize eUR zones in fat body and salivary gland.

Standard TIGER data filtering removes outlier windows attributed to noise or copy number variations. To still filter outliers, eUR and PH regions must be removed and filtered separately from the rest of the chromosome (arm regions). The eUR (as defined in the previous paragraph) and PH regions were removed from the GC-corrected data. In the arm-only regions, outliers were removed with segmentation (standard deviation threshold = 2, R2 = 0.06). eUR regions then separately filtered for outliers in a similar manner (standard deviation threshold = 3, R2 = 0.06). All segmentation parameters were chosen to optimize outlier removal via visual interpretation. The variable copy number of eUR and PH regions distorts normalization. Therefore, a second normalization was performed based only on the arm regions of chromosomes. The arm regions were first normalized to a mean of zero and a standard deviation of one. The mean shift and standard deviation values based on the arm regions were then applied to the eUR and PH regions.

The segmentation filtered arm, PH, and eUR regions were merged to form the final pre-smoothed RT (rawRT) data. These data were used for all the statistical analysis including variant calling between salivary gland and fat body samples. RT values were generated by smoothing the filtered data with a cubic smoothing spline (MatLab command “csaps,” smoothing parameter = 1 × 10^−^^15^). Only zones of >20 continuous 1 kbp windows were included and smoothing was not performed over gaps of >5 kpb. The smoothed profiles were then normalized to an individual chromosomal mean of zero and a standard deviation of one.

#### Quartile determination

To determine quartiles, we ranked the genomic windows according to their RT values. The top 25%, with the highest RT values, constituted the first quartile (Q1), representing the earliest replicating regions. Similarly, in a descending manner, the second (Q2) and third (Q3) quartiles contained the following 25% of genomic windows according to their RT values each. The fourth quartile (Q4) contained the genomic widows with the latest replicating regions.

#### Variant calling

The stats (v3.6.2) statistical package in R was used to identify 50-kb windows with significantly altered rawRT values, by one-way ANOVA test [aov, *P*-value adjusted for multiple testing with Bonferonni post-HOC correction {adjusted *P*-value < 0.01}]. Adjacent windows were merged and regions >200 kb in length were called as variant.

#### Correlation and autocorrelation

Correlation of RT profiles is generated from MATLAB command “corr” (values are Pearson’s r). Autocorrelation was calculated using the MATLAB command “autocorr” (number of lags = 1000).

#### RNA sequencing analysis

RNA-seq data for salivary gland was obtained from NCBI gene expression omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under the reference series GSE31900. RNA-seq data for fat body were obtained from NCBI GEO (http://www.ncbi.nlm.nih.gov/geo/) under the reference series GSE25025. TopHat default parameters (v2.1.1) were used to align reads to the dm6 version of the Drosophila genome. Transcriptomes were generated using Cufflinks (v2.2.1). Transcript FPKM values for each RT window were generated by calculating the mean FPKM values for all the transcript regions overlapping the window. Overlap was determined by BEDTools intersect (v2.27.1) with −f 0.5 parameters.

#### ORC2 ChIP-seq analysis

ORC2 peak data for salivary gland was obtained from NCBI GEO (http://www.ncbi.nlm.nih.gov/geo/) under the reference series GSE31900. ORC2 peak data for fat body were obtained from NCBI GEO (http://www.ncbi.nlm.nih.gov/geo/) under the reference series GSE90916. Coordinates were converted to dm6 coordinates using the UCSC liftOver tool (Karolchik *et al.* 2004).

#### Miscellaneous bioinformatics

BEDTools intersect (v2.27.1) was used to determine overlap of RT windows with −f 0.5 parameters. Merging of adjacent RT windows was done by BEDTools merge (v2.27.1) with −d 11 parameters. Quartile cut-offs for each genotype or tissue were calculated by using the command “quantile, na.rm=T” of the stats (v3.6.2) statistical package in R. Coordinates from dm3 were converted to dm6 using the UCSC liftOver tool (Karolchik *et al.* 2004).

#### Indirect immunofluorescent staining

For immunostaining of polytene chromosome squashes, salivary glands from wandering third instar larvae were dissected in PBST (137 mM NaCl, 3 mM KCl, 8 mM NaH_2_PO_4_, and 2 mM KH_2_PO_4_; 0.1% Tween-20). Glands were then transferred into a formaldehyde-based fixative (0.1 M NaCl, 2 mM KCl, 10 mM NaH_2_PO_4_, 2% NP-40, 2% formaldehyde) for 1 min. Salivary glands were placed in an acetic acid–formaldehyde mix (45% acetic acid, 3.2% formaldehyde) for 1 min and squashed in 45% acetic acid. Squashes were snap-frozen in liquid nitrogen and coverslips were removed. Slides were incubated in 70% ethanol for 5 min twice and stored in 70% ethanol at −20°С. Slides were first washed three times in PBST for 5 min. Primary antibodies were added in a blocking solution (0.1% BSA in PBST) and incubated in humid chamber for 2 h at room temperature. The primary antibody dilutions used were as follows: rabbit polyclonal anti-SUUR (E-45) (Makunin *et al.* 2002), 1:50; mouse monoclonal anti-PCNA (PC10, Abcam, ab29) 1:500. Then, squashes were washed in PBST and incubated in secondary antibody (Alexa Fluor 488-conjugated goat anti-rabbit and Alexa Fluor 568-conjugated goat anti-mouse IgG antibodies, 1:500; Thermo Fisher Scientific) in blocking solution for 1 h. Squashes were mounted in VectaShield (Vector Laboratories) DAPI medium with 15 μg/mL DAPI. Images were acquired using an Olympus BX51 microscope equipped with a 100×/1.30 Uplan FI Ph3 oil objective and a DP70 camera.

## Results

### TIGER can be used to generate RT profiles from large polyploid cells

To understand the relationship between underreplication and RT on a genome-wide scale requires high-resolution RT and UR profiles. While current high-resolution UR profiles already exist, or can be generated by Illumina-based sequencing, methods to generate high-resolution RT profiles require FACS sorting of precise S-phase populations, which is not always technically feasible for large polyploid cells. To overcome this technical challenge, we have utilized TIGER (Timing Inferred from Genome Replication), a sequence-coverage based computational method that can measure RT without the need for sorting (Koren *et al.* 2021). Briefly, variations in DNA copy number driven by a modest percentage of cells in S phase within a population can be used to generate RT profiles. Therefore, RT profiles can be generated from Illumina sequence reads of a given cell- or tissue type if ∼10% or greater of the cells in the population are in S phase (Koren *et al.* 2014, 2021). TIGER has been used in mammalian cells to generate high-resolution genome-wide RT profiles and it rivals, or out performs, standard FACS-based methods to measure RT (Massey *et al.* 2019; Ding *et al.* 2020; Hulke *et al.* 2020).

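The salivary gland of the Drosophila larva is built of polytene cells, which copy their DNA again and again without dividing. In such a tissue the read coverage of a locus depends on how early it replicates and on how completely it replicates. For the wild type, 2 libraries of genomic DNA were analysed (n = 2), each made from the salivary glands of 20 Oregon R larvae. The authors aligned the reads to the dm6 assembly, kept uniquely mapping reads, counted them in windows of 1000 uniquely alignable bp, corrected the coverage for GC content and removed outlier windows by segmentation. The deposited value of a window, named rawRT, is a score: it was scaled by the authors to a mean of 0 and an SD of 1 over the chromosome arms, and the same shift and scale were applied to underreplicated regions. A higher score means more copies and earlier replication. A second deposited table holds the same profiles after smoothing with a cubic spline. The arms X, 2L, 2R, 3L and 3R held 118985 windows, of which 3038 had no rawRT in replicate 1 and 2582 had none in replicate 2. The number of reads behind a window is not part of either table, so the depth is unknown and no counting error can be given; error was taken from the difference between the libraries. Tests and region means were computed from rawRT, and replicate correlations from the smoothed values.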

To determine if TIGER could be adapted for a polytene tissue, we dissected salivary glands from third-instar larvae, extracted genomic DNA and Illumina sequenced the genomic DNA (Figure 1A). We used 3rd instar larvae prior to the wandering stage to ensure that >10% of cells in the tissue were in S phase. The raw sequencing files were run through a TIGER pipeline adapted for Drosophila to calculate RT values and generate RT profiles (see *Materials and Methods*). As seen in Figure 1B, TIGER was able to generate profiles with characteristic peaks and troughs of a typical RT profile.

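Wild-type rawRT ranged from -8.21 to 21.1 in replicate 1 and from -9.13 to 19.3 in replicate 2. The median lay at -0.16 in replicate 1 and at -0.24 in replicate 2. After smoothing, the SD over all windows was 1.83 in replicate 1 and 2.09 in replicate 2, against 2.03 and 2.27 before it. The smoothed values of the replicates differed in a window by a median of 0.141.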

**Figure 1:**
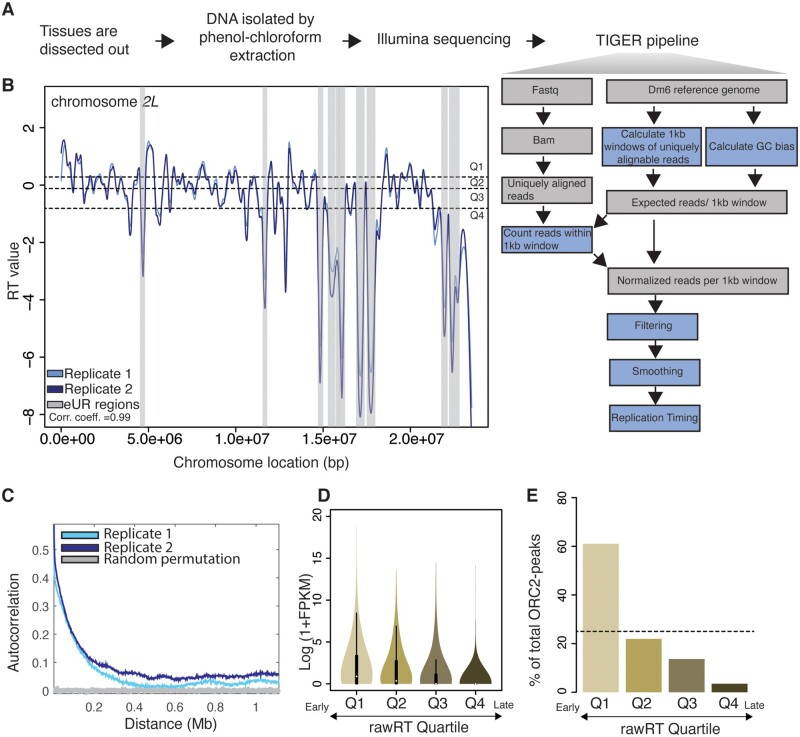
TIGER can be used to generate RT profiles from salivary gland polyploid cells. (A) Schematic outline of the workflow for preparing RT profiles through the TIGER pipeline: tissue dissection, DNA extraction, Illumina sequencing, and TIGER pipeline. (B) LOESS regression lines showing RT values for two biological replicates of wild-type salivary glands- replicate 1 (light blue) and replicate 2 (dark blue)- across the chromosome *2L* scaffold. See Supplementary Figure S1A for all other chromosome arms. Dotted lines mark the threshold of RT quartiles- Q1 (earliest) to Q4 (latest). Euchromatic Underreplicated regions (eUR) are highligted in gray. (C) Autocorrelation values plotted for two replicates of wild-type salivary gland- replicate 1 (light blue) and replicate 2 (dark blue). Gray line depicts autocorrelation values for random permutation of RT values. (D) RT windows from salivary gland were divided into quartiles with the highest rawRT values in Q1 and the lowest rawRT values in Q4. Average transcript FPKM values were calculated for every transcript within RT windows. The log2-transformed (1+FPKM) values were plotted for transcripts in each rawRT quartile in a violin plot. (E) Bar graph showing the percentage of ORC2-peaks corresponding to RT windows grouped into rawRT quartiles in salivary gland. The dotted line marks the average percentage of the ORC2-peaks when equally distributed across quartiles.

Several lines of evidence indicate the profiles generated by TIGER truly represent RT in the larval salivary gland. First, LOESS-smoothed profiles of biological replicates were nearly superimposable with a correlation coefficient (*r*) = 0.99 (Figure 1B, Supplementary Figure S1, A and B). 

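Over the 114944 windows with a smoothed value in both wild-type salivary gland libraries, Pearson's r was 0.992, and the arms taken singly gave 0.992 to 0.995. Unsmoothed rawRT gave r = 0.925. Over fully replicated windows alone, r was 0.963 for smoothed values and 0.725 for rawRT. Neighbouring windows are not independent, so no p-value was attached to these correlations. The paper lists the similarity of the replicates first among its reasons to take the profiles as RT. Their spatial continuity, their relation to transcription and ORC2 binding, and their likeness to cytological PCNA labelling follow.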

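The autocorrelation of rawRT was computed along each arm at distances of up to 1000 windows. In wild-type salivary glands it was 0.912 ± 0.012 (SD, n = 2 libraries) between adjacent windows, 0.640 ± 0.0077 (SD, n = 2) at a distance of 100 windows and 0.290 ± 0.0078 (SD, n = 2) at 1000 windows. Each of the 12 libraries of the study was also permuted 100 times, and the largest absolute autocorrelation in any permutation was 0.0199. With underreplicated windows left out, the autocorrelation at 100 windows fell to 0.205.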

Second, replicates show a high degree of autocorrelation, which indicates a high degree of spatial continuity typical of RT data (Figure 1C). Third, transcripts emanating from genes in early replicating regions have a higher abundance than transcripts emanating from genes in late replicating regions (Figure 1D) (Nordman *et al.* 2011). Fourth, early replicating regions are known to have a higher density of ORC2-binding sites (MacAlpine *et al.* 2010). To check if the relationship between ORC-distribution and RT holds true in our TIGER-generated salivary gland RT profiles, we divided the RT values in quartiles (Q1–Q4) where the first quartile had the earliest RT score and the fourth quartile had the latest RT score (see *Materials and Methods*). We used published ORC2 ChIP-seq data (Sher *et al.* 2012) and found that the percentage of ORC peaks is significantly higher in the earliest RT quartile Q1 (61.01%) compared to the latest RT quartile Q4 (3.47%) (Figure 1E). Finally, we compared patterns of replication defined cytologically by PCNA labeling in larval salivary gland polytene chromosomes to RT profiles generated by TIGER (Kolesnikova *et al.* 2018). Qualitatively, TIGER profiles had striking similarities to cytological patterns of PCNA labeling where we could confirm that late replicating, but fully replicated, cytological bands were also late replicating in our TIGER profiles (Supplementary Figure S1C). Quantitatively, on a larger scale, TIGER data recapitulates previously published measures of late replication with 78.4% of cytologically defined very late replicating regions on chromosome *2 L* falling within Q3 and Q4 of our TIGER measurements (Supplementary Figure S1D) (Kolesnikova *et al.* 2018). Taken together, the high autocorrelation patterning, positive correlation between early replication and high transcript abundance, positive correlation between early replication and ORC density and recapitulation of key RT differences by PCNA labeling of polytene chromosomes establish TIGER as an effective solution for sorting-independent RT profiling of a polyploid tissue.

One complication of measuring RT in polyploid cells by TIGER are the extreme differences in copy number within UR regions of the genome (Belyaeva *et al.* 1998; Nordman *et al.* 2011; Sher *et al.* 2012). Therefore, it might not be entirely possible to disentangle absolute RT values from copy number reductions within UR regions. We took two strategies to address this issue. First, to account for the variable copy number of UR regions, the RT values for the UR regions were normalized separately from the fully replicated regions of the genome. The generation of RT profiles by TIGER normalizes copy number to an average copy number of zero and a standard deviation of one (see *Materials and Methods*). However, due to the strong copy number disparity between replicated arm regions and the UR and PH regions, RT values were ultimately compressed. This posed an issue when comparing samples with and without UR and between cell types with different quantities of UR regions. Therefore, we isolated UR and PH regions and normalized the genome based on the average copy number and standard deviation within the consistent arm regions. 

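Underreplicated (UR) regions were called anew from the mean rawRT of the wild-type libraries, as stretches of at least 50 kb whose running median over 21 windows lay more than 1 SD below the mean of all windows. The threshold was a rawRT of -2.85. The stretch next to the centromere of each arm was taken as PH, ending at the first 100 consecutive windows above the threshold, and the other regions as eUR. This gave 45 eUR regions of 51.001 to 2286.7 kb, with a median length of 209 kb and 9383 windows in all. PH held 2766 windows and the fully replicated (FR) part 106836, so 10.2% of the windows were UR. Of the eUR regions, 15 lie in the most proximal numbered division of an arm on the cytological map, and 30 lie outside it. A threshold of -1 moved the count most, to 102 eUR regions. Wild-type rawRT over FR windows had an SD of 1.15 in replicate 1 and 1.16 in replicate 2, against 2.03 and 2.27 over all windows.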

Through this, we were able to normalize based on arm RT without the influence of variable UR or PH copy number. 

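Quartile limits were taken from all windows of the mean profile of each group. In wild-type salivary glands Q1 began at a rawRT of 0.48, Q2 at -0.19 and Q3 at -1.14, below which windows belong to Q4. The limit of Q4 was -0.87 in SuUR and -0.68 in Rif1. Between the wild-type libraries the limit of Q4 differed little, at -1.20 in replicate 1 and -1.19 in replicate 2.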

Second, rather than trying to provide an absolute RT value within UR regions, we divided the RT values in quartiles with the first quartile (Q1) representing the earliest replicating regions and the fourth quartile (Q4) representing the latest replicating regions. This allowed us to provide a relative RT value regardless of copy number differences within UR regions of the genome (see *Materials and Methods*).

### RT profiles generated with TIGER correlate with RT profiles generated by the G1/S method

While the data presented in Figure 1 strongly suggests that the profiles generated by TIGER represent RT in the larval salivary gland, we wanted to compare these TIGER-generated profiles to RT profiles generated by conventional methods. Therefore, we compared directly TIGER-generated RT profiles in the larval salivary gland to RT profiles of larval wing discs and follicle cells of the adult ovary that our lab profiled using the G1/S method (Armstrong *et al.* 2020). 

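Follicle cell and wing disc profiles came from the G1/S method, in which DNA of cells sorted by phase of the cell cycle is sequenced, and 2 libraries of each tissue, taken in S phase, were analysed. How their coverage was turned into the deposited values is not described in the paper's text beyond the earlier publication. The follicle cell libraries were each made from 200 ovary pairs of Oregon R females, and the wing disc libraries from yellow white larvae, so tissue, strain and method of profiling all differ between the wing disc and the salivary gland. Their deposited values are scores scaled in another way than those of the salivary gland: on X each of these libraries has a mean of 0 and an SD of 1 over all windows, whereas the wild-type salivary gland libraries have SDs of 1.65 and 1.76 there. There were 102 and 108 windows without a value in the follicle cell libraries and 156 and 153 in the wing disc libraries. The depth of these libraries is unknown as well. To compare a profile with the wild-type salivary gland, the arms were divided into 2382 bins of 50 consecutive windows. A one-way analysis of variance was run in each bin on the rawRT of its windows in both libraries of each group, bins with a Bonferroni adjusted p below 0.01 were merged with their neighbours, and regions over 200 kb were called variant. Windows of one library are not replicates, so the mean rawRT of each bin and library was also tested with limma, in which the libraries are the replicates, at a Benjamini-Hochberg adjusted p below 0.05.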

If the TIGER-generated profiles truly reflect RT, then we would expect the RT profiles produced by TIGER to be comparable to these previously published data sets. Qualitatively, the RT profiles produced by both TIGER and G1/S methods exhibit similar nonrandom patterning (Figure 2, A and B, Supplementary Figure S2, A and B). Quantitatively we identified 63% of the genome in the follicle cells (Figure 2A) and 71% of the genome in the wing disc (Figure 2B) to exhibit similar RT relative to the salivary gland, compared by ANOVA (see *Materials and Methods*). 

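Follicle cells had 812 variant bins in 92 regions, 34.1% of the bins, which left 65.9% similar to the salivary gland. In the wing disc 590 bins in 72 regions were variant, or 24.8%, and 75.2% were similar. Without the limit on region length the variant share rose to 51.6% in follicle cells and 41.9% in the wing disc. With rawRT divided by the SD of each library's spatial signal it fell to 29.3% and 12.6%. Both settings were chosen for these tissues after seeing the data. With the replicate number as a block the wing disc share was 23.7%; same-numbered wing disc and salivary gland libraries deviated together with r = 0.141. limma called 1560 of 2354 bins in follicle cells, 1014 higher and 546 lower than in the salivary gland, a share of 65.0% higher. After quantile normalization of rawRT 42.1% of the calls were higher, 706 against 972 lower. Quantile normalization gives all libraries the same distribution, so a net rise in UR is offset by lower values elsewhere. For the wing disc limma called 1355 of 2352 bins, 66.5% of them higher, and after quantile normalization 36.3% of the calls were higher. The longest variant region of follicle cells that lay outside UR was on X from 1168200 to 2443400, where rawRT was 0.93 ± 0.14 (SD, n = 2) in the salivary gland and -0.33 ± 0.035 (SD, n = 2) in follicle cells. On 3L, the regions from 10009000 to 11069000 and from 14008000 to 14627000 changed the other way, from -1.22 to 0.19 (with 4.19% of the windows in UR) and from -0.81 to 0.17. In the wing disc the longest were on X from 1268200 to 1966400 (1.23 to 0.21), on 3L from 14108000 to 14627000 (-1.01 to 0.084) and on 2L from 786880 to 1260300 (0.84 to -0.13). The spatial signal over FR windows had an SD of 0.342 and 0.345 in the wing disc libraries and 0.585 and 0.591 in follicle cells. It was 0.934 and 0.950 in the salivary gland. A smaller signal draws scores towards the mean, so part of each change in these regions may reflect scale rather than timing. From the extent of similarity between the methods, the paper concludes that TIGER measures RT genome-wide in polyploid cells, and it calls the differences compatible with expected changes between cell types.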

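Of the follicle cell variant bins, 245 had at least 0.5 of their windows in salivary gland UR, or 30.2%. Of the wing disc variant bins 242 did, or 41.02%. These are 99.2% and 98.0% of the 247 UR bins of the salivary gland. The UR threshold, varied here after seeing the data, moved the shares most: at -1 they were 54.9% in follicle cells and 70.2% in the wing disc. Within UR, the median difference from the salivary gland was 4.75 in follicle cells and 5.28 in the wing disc. Outside UR, 377 variant bins were higher and 190 lower in follicle cells, and 264 were higher and 84 lower in the wing disc.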

While characterizing the variant RT regions, we noted that the majority of the variant RT regions in follicle cell and wing disc, compared to salivary gland, 53.38% and 68.52%, respectively (Figure 2, A and B), fall within known underreplicated regions of salivary glands. The differences in RT measured by TIGER and the G1/S method are consistent with expected differences due to cell-type specific changes in the RT program (Armstrong *et al.* 2020). Taken together, we conclude that TIGER is an effective method to generate genome-wide RT profiles from polyploid cells.

**Figure 2:**
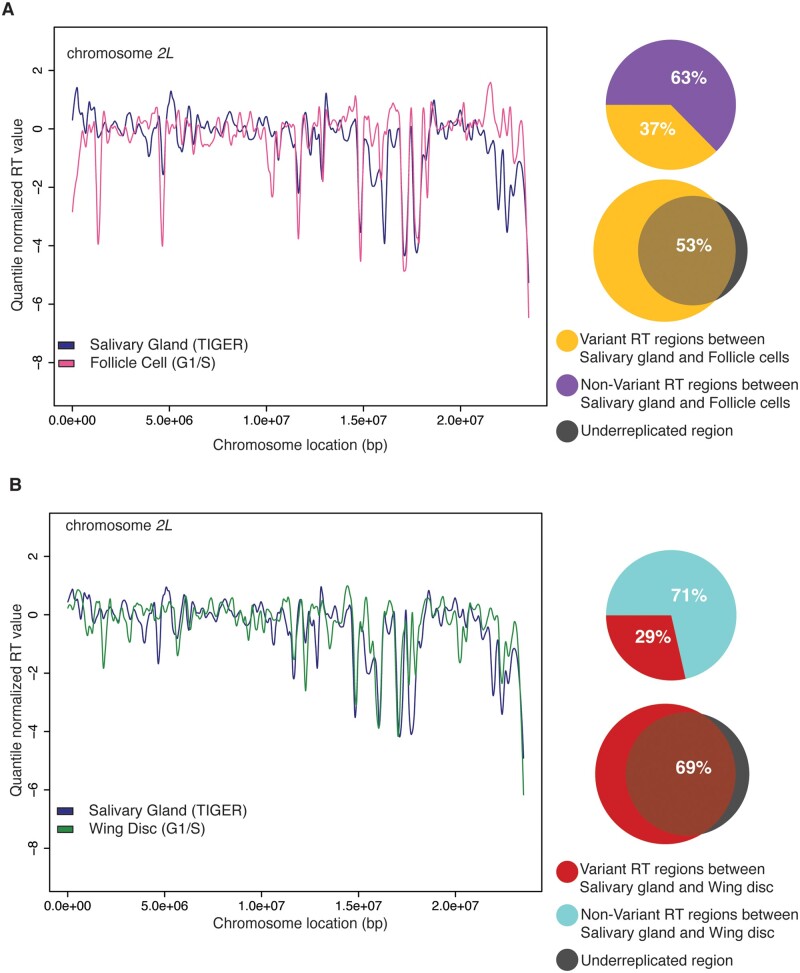
RT profiles generated with TIGER correlate with RT profiles generated by the G1/S method. (A) LOESS regression lines showing average wild-type salivary gland (blue) and wild-type follicle cell (brown)- replication timing values across the chromosome *2L* scaffold. See Supplementary Figure S2A for all other chromosome arms. Pie chart of all genomic windows of significantly different RT in follicle cell (yellow) and unchanged RT in follicle cell (purple) relative to the salivary gland across the major chromosome scaffolds. Venn diagrams comparing variant RT regions in the follicle cell (yellow) relative to salivary gland, and underreplicated region from both euchromatin and pericentromeric heterochromatin region (gray). (B) LOESS regression lines showing average wild-type salivary gland (blue) and wild-type wing disc (green)- RT values across the chromosome *2L* scaffold. See Supplementary Figure S2B for all other chromosome arms. Pie chart of all genomic windows of significantly different RT in wing disc (red) and unchanged RT in wing disc (light blue) relative to the salivary gland across the major chromosome scaffolds. Venn diagrams comparing variant RT regions in the wing disc (red) relative to salivary gland, and underreplicated region from both euchromatin and pericentromeric heterochromatin region (gray).

### Tissue-specific RT correlates with tissue-specific underreplication

Given that TIGER is an effective strategy to measure RT in polyploid tissues, it provides a tool to understand the relationship between tissue-specific RT and tissue-specific UR. Many larval tissues in Drosophila are polyploid and display tissue-specific underreplication (Nordman *et al.* 2011; Yarosh and Spradling 2014). For example, the larval fat body reaches a ploidy of ∼256C with defined tissue-specific underreplicated sites. Although it has been long known that late replication is associated with UR in polyploid cells, a quantitative exploration of the correlation between tissue-specific UR and RT was lacking. Therefore, we decided to profile larval fat body RT through TIGER to examine the relationship between RT and underreplication.

Larval fat body tissue was dissected from larvae 96 h AEL. We used this time point to ensure that at least 10% of the cells in the tissue were in S phase (Hua *et al.* 2018). Genomic DNA was extracted, Illumina sequenced and RT profiles were generated using TIGER as described (see *Materials and Methods*). 

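Fat body DNA was analysed as 2 libraries, each from 25 Oregon R larvae at 96 h after egg laying. The fat body is a polyploid larval tissue that stores nutrients. The authors processed these libraries as they did those of the salivary gland, and the values carry no depth. Of the 118985 windows, 1594 had no rawRT in fat body replicate 1 and 6807 had none in replicate 2. Within salivary gland eUR regions 16.6% of windows had no value in replicate 2, against 0.906% in replicate 1. By the rule used for the salivary gland, the UR threshold of the fat body was -2.18 and 38 eUR regions were called, of which 32 overlapped UR of the salivary gland.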

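Smoothed RT of the fat body libraries had r = 0.989 over 112122 windows, and from 0.974 to 0.995 on the arms taken singly. For rawRT r was 0.766, for smoothed values in FR windows 0.903, and Spearman's rho of all smoothed values was 0.822. The autocorrelation of rawRT at 100 windows was 0.482 ± 0.053 (SD, n = 2 libraries), and over FR windows alone 0.0543 ± 0.026 (SD, n = 2).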

Consistent with our observation in salivary gland, biological replicates were highly correlated (Figure 3A, Supplementary Figures S1A, S3, A and B; Corr. Coefficient = 0.98) and early replicating regions in fat bodies have higher transcript abundance and increased ORC2 peak density relative to late replicating regions (Supplementary Figure S3, D and E). Previously published RNA-seq and ORC2 ChIP-seq (Hua *et al.* 2018) data from fat body were used for these analyses.

**Figure 3:**
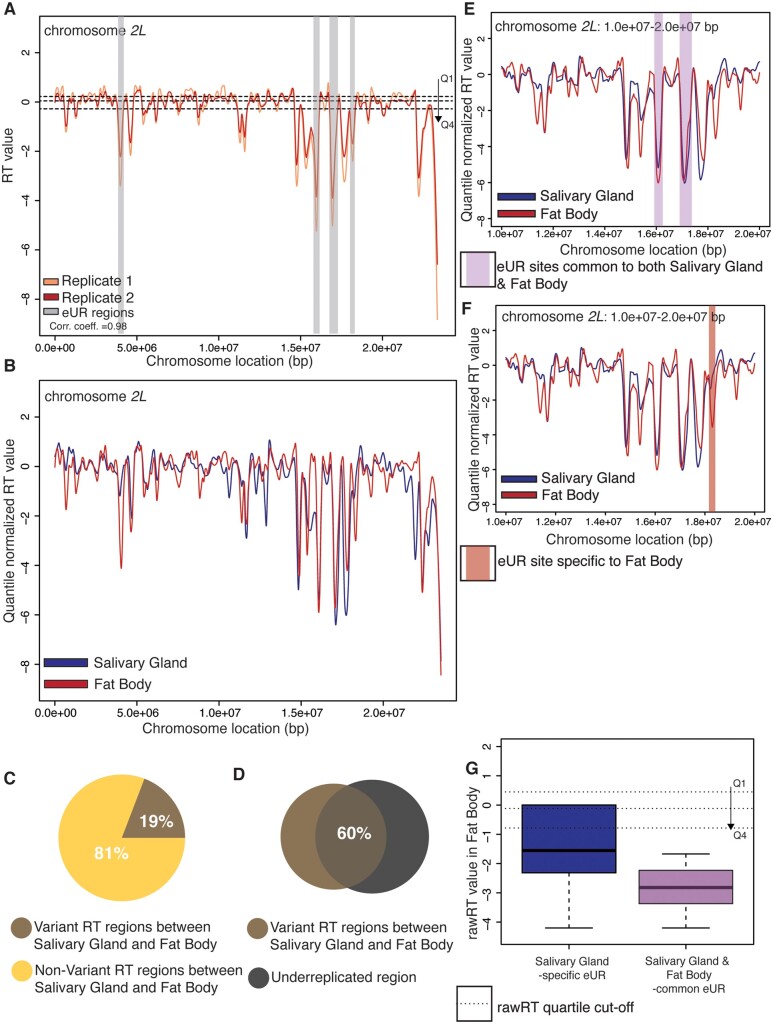
Tissue-specific RT correlates with tissue-specific underreplication. (A) LOESS regression lines showing RT values for two biological replicates of wild-type fat bodies- replicate 1 (light red) and replicate 2 (dark red)- across the chromosome *2L* scaffold. See Supplementary Figure S3A for all other chromosome arms. Dotted lines mark the threshold of RT quartiles- Q1 (earliest) to Q4 (latest). Euchromatic Underreplicated regions (eUR) are highligted in gray. (B) LOESS regression lines showing RT values for wild-type salivary gland (blue) and wild-type fat body (red)- across the chromosome *2L* scaffold. Each line represents the average of two biological replicates. See Supplementary Figure S3B for all other chromosome arms. (C) Pie chart of all genomic windows of significantly different RT in fat body (brown) and unchanged RT in fat body (yellow) relative to the salivary gland across the major chromosome scaffolds. (D) Venn diagrams comparing variant RT regions in the fat body (brown) relative to salivary gland, and underreplicated region from both euchromatin and pericentromeric heterochromatin region (gray). (E) LOESS regression lines showing RT values for wild-type salivary gland (blue) and wild-type fat body (red)- zoomed on two UR regions on chromosome *2L*, shared between salivary gland and fat body. The regions are highlighted with purple shading. (F) LOESS regression lines showing RT values for wild-type salivary gland (blue) and wild-type fat body (red)- zoomed on an UR region on chromosome *2L*, specific to fat body. The region is highlighted with red shading. (G) Box plot quantifying the distribution of rawRT values of the UR regions in fat body. UR regions are either salivary gland specific (blue) or shared between salivary gland and fat body (purple). Dotted lines represent cut-off values for the rawRT quartiles.

Next, we quantified the variant RT regions between fat body and salivary glands and found that 19% of the genome showed RT differences between these two tissues (Figure 3, B and C, Supplementary Figure S3C). 

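In the fat body 482 bins in 76 regions were variant relative to the salivary gland, 20.2% of the bins, and 75.1% of them had the higher rawRT in the fat body. Without the limit on region length the share moved most, to 34.9%, and with rawRT divided by the SD of each library's spatial signal it fell to 9.78%. The mean rawRT differed by at least 1 in 18.4% of the bins. limma called 499 of 2267 bins, 308 higher and 191 lower in the fat body. After quantile normalization it called 805, of which 50.6% were higher against 61.7% without it, and with the signal scaling 600, of which 46.2% were higher. With the replicate number as a block the analysis of variance gave 16.6% variant bins, and limma called 0 bins (652 at an unadjusted p below 0.05). Same-numbered fat body and salivary gland libraries deviated in opposite directions, with r = -0.652 over all bins and -0.299 over FR bins; under the crossed pairing, chosen after seeing the data, limma called 793 bins and the variant share was 17.7%. The longest variant region outside UR was on X from 1268200 to 1966400, at 1.23 ± 0.17 (SD, n = 2) in the salivary gland and 0.12 ± 0.054 (SD, n = 2) in the fat body. The next were on 2L, from 625610 to 1260300 (0.58 to -0.25) and from 21262000 to 21734000 (-1.27 to 0.071). The spatial signal over FR windows had an SD of 0.647 and 0.474 in the fat body libraries, against 0.934 and 0.950 in the salivary gland. Part of each change in these regions may therefore reflect scale.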

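Of the 482 variant bins between fat body and salivary gland, 182 lay in salivary gland UR, or 37.8%, and these were 73.7% of the UR bins. At a UR threshold of -1 the share was 63.1%. The fat body was higher by a median of 2.12 in these bins. Of the 300 variant bins outside UR, 181 were higher and 119 lower in the fat body.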

The majority of these variant regions (60.31%) fall within known underreplicated regions in salivary gland (Figure 3D). 

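The mean rawRT of 190 variant bins was in Q4 in the salivary gland and in the fat body, or 39.4% of the variant bins. With quartile limits from FR windows alone the share was 43.4%, and with bin medians in place of means 39.2%.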

Notably, 44.51% of these variant regions still remain in the latest quartile of both the tissues. Importantly, we were able to identify tissue-specific RT variants that fall within underreplicated regions, raising the possibility that tissue-specific difference in RT could be correlated with tissue-specific UR.

Underreplicated sites that reside within the euchromatic regions of the genome (eUR sites) fall into two categories: those that are tissue-specific and those that are common between multiple tissues (Nordman *et al.* 2011). Given the tissue-specific nature of underreplication, we reasoned that it provides an opportunity to determine if tissue-specific changes in RT correlate with a tissue-specific UR. To this end, we compared the TIGER-generated RT profiles of larval salivary gland and fat body tissues, which are known to contain both tissue-specific and common sites of UR. If tissue-specific UR correlates with tissue-specific RT, then we would expect to see significant changes in RT at these loci. 

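Of the 45 salivary gland eUR regions, 29 overlapped a UR region called in the fat body. All 29 had a fat body median rawRT in Q4, below -0.82, but a shared region is one with a low fat body value by definition. Their medians ranged from -6.69 to -1.66.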

As expected, UR sites that are shared between both tissues are late replicating in both tissues (Figure 3E). We next focused on a site that is underreplicated uniquely in the fat body tissue. This fat body-specific UR site replicates earlier in salivary gland compared to fat body, suggesting that tissue-specific UR is correlated with tissue-specific RT (Figure 3F).

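By the rule applied here 6 eUR regions of the fat body overlapped no UR region of the salivary gland, and in 5 of them the salivary gland had the higher median rawRT, with a median difference of 1.23. The sites were called from the fat body values, which favours a difference in this direction, and by a threshold of -2.18 against -2.85 in the salivary gland. In the salivary gland 3 of the 6 were in Q4 too: on X from 7411300 to 7475300, at -2.62 against -2.24 in the fat body, on X from 14059000 to 14146000, at -3.10 against -3.27, and on 3R from 12796000 to 12879000, at -1.97 against -2.53. On 2L the site lay from 3950600 to 4128200, over 12 genes from fred to Sr-CI, at -0.83 ± 0.087 (SD, n = 2) in the salivary gland and -2.79 in the fat body. None of the 6 lay on 2L between 10 and 20 Mb, the part that Fig. 3F shows. With a UR threshold of -1 in both tissues 12 sites were called, among them 2L from 19217000 to 19293000. There the salivary gland libraries had -0.62 and -1.10 and the fat body libraries -1.30 and -1.04, so the tissues overlapped.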

Since there were only a limited number of fat body-specific UR sites, we also performed the inverse analysis, and compared the RT status of Salivary Gland-specific UR sites in fat body. There are 40 UR sites present in Salivary Glands, of which 28 are specific to that tissue (Nordman *et al.* 2011). We took the genomic coordinates these 40 UR sites and segregated them into two categories- salivary gland-specific URs and URs shared between salivary gland and fat body. 

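With the regions called here, 16 of the 45 salivary gland eUR regions were specific to the salivary gland and 29 were shared with the fat body. Requiring an overlap of at least 0.5 gave 18 specific and 27 shared regions. With wild-type replicate 1 left out the numbers were 19 and 29, and with wild-type replicate 2 left out 13 and 23.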

Next, we extracted the RT value for each of these categories for fat body. If tissue-specific underreplication is correlated with tissue-specific RT, we would expect to see a later RT value (in the fat body) for sites that are common between the two tissues then sites that are specific for the salivary gland. In agreement with this hypothesis, salivary gland-specific UR sites replicate earlier in the fat body when compared to UR sites that are shared between both tissues (Figure 3G). This establishes a correlation between late replication and tissue-specific underreplication.

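The median fat body rawRT was -1.40 over the 16 salivary gland-specific eUR regions (interquartile range -1.68 to -0.97) and -3.43 over the 29 shared regions (-4.21 to -2.62), a difference of 2.03 (two-sided permutation test, p = 2e-05, the smallest that the resamples can give). Regions are not biological replicates, and the shared regions were chosen by their low fat body value, which fixes part of this difference. When regions were called in fat body replicate 1 and measured in replicate 2 the difference was 1.31, and it was 2.57 the other way round. In replicate 2, 10 of the 16 specific regions had no value, with 60.1% of their windows missing against 5.34% in shared regions, so that replicate rests on 6 specific regions. In replicate 1 all regions had values, with medians of -1.43 and -4.00. Of the specific regions, 13 were nevertheless in Q4 of the fat body. From the earlier RT of specific than of shared sites, the paper concludes that late replication and tissue-specific UR are correlated.

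**Figure D1:**
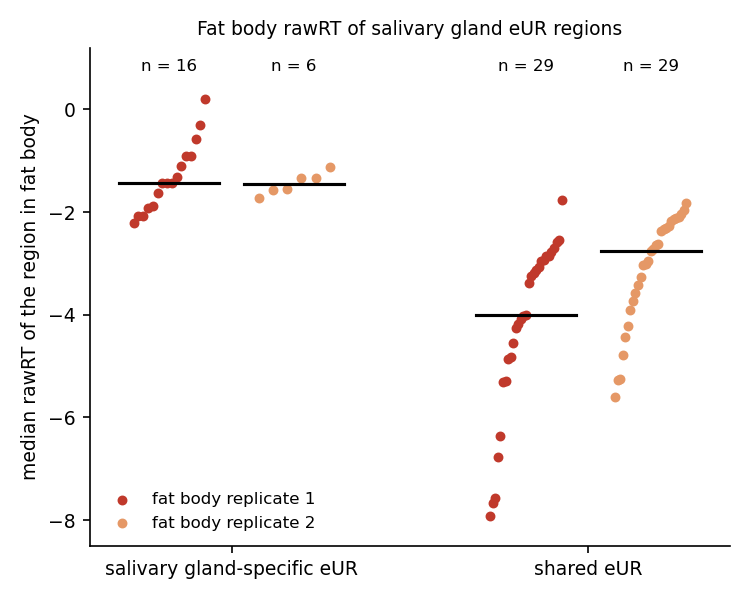
Median fat body rawRT (score) of each salivary gland eUR region, for salivary gland-specific and shared regions and each fat body library; points are regions, bars are medians and n is the number of regions with a value. In replicate 2 only 6 of the 16 specific regions have a value.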

### SUUR and Rif1 have differential effects on RT and UR

Loss of *SuUR* or *Rif1* function suppresses UR, however, the extent to which UR is suppressed in *SuUR and Rif1* mutants differs considerably. In an *SuUR* null mutant, UR within the euchromatin regions is nearly completely suppressed while UR in the PH is only partially suppressed (Belyaeva *et al.* 1998; Munden *et al.* 2018). In contrast, UR within euchromatin and pericentromeric heterochromatin appears to be fully suppressed in a *Rif1* null mutant (Munden *et al.* 2018; Kolesnikova *et al.* 2020). To ask if these differences in UR could be caused entirely by altered RT, we used TIGER to measure RT in *Rif1 and SuUR* null mutant larval salivary glands.

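SuUR profiles came from 2 libraries, each made from the salivary glands of 20 larvae of the SuUR stock, which has another strain background than the Oregon R wild type, so genotype and strain differ together. The SuUR gene lies on 3L of dm6 from 11064991 to 11069025. All 6 windows over it had values in every salivary gland library, with median rawRT of 0.10 and 0.61 in the SuUR libraries and 1.06 and 0.84 in the wild-type libraries. Coverage of the gene thus remains in the libraries labelled SuUR, and these windows alone do not tell the genotypes apart. The authors made the values as for the wild type. No rawRT was given for 3493 windows in replicate 1 and 3231 in replicate 2, and the depth is unknown. Bins, variant regions and limma were as for the other comparisons with the wild-type salivary gland.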

Genomic DNA was extracted from early third instar *SuUR* mutant salivary glands, sequenced and mapped reads were used to generate genome-wide RT profiles by TIGER. 

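For the SuUR libraries Pearson's r of smoothed RT was 0.968 over 113780 windows, with single arms between 0.916 and 0.984. rawRT gave r = 0.819. The autocorrelation of rawRT was 0.800 ± 0.036 (SD, n = 2 libraries) between adjacent windows and 0.510 ± 0.0039 (SD, n = 2) at 100 windows. Over FR windows alone the value at 100 windows was 0.168.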

Similar to wild-type samples, biological replicates displayed high autocorrelation and high correlation between replicates, further supporting the robustness of TIGER (Figure 4A, Supplementary Figures S1A, S4, A and C). To quantitively measure the differences in RT between wild-type and *SuUR*, the genome was divided into nonoverlapping ∼50 kb windows and compared by ANOVA (see *Materials and Methods*). Comparison of RT profiles between wild-type and *SuUR* mutant salivary glands revealed that only 16.52% of the genome shows a significant difference in RT (Figure 4A). 

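Between SuUR and wild type 323 of 2382 bins were variant, in 53 regions, which is 13.6% of the bins, and 98.5% of them had the higher rawRT in SuUR. Without the limit on region length 20.99% were variant. A difference in mean rawRT of at least 1 was found in 15.3% of the bins. limma called 356 of 2333 bins, 349 higher and 7 lower. With the replicate number as a block the variant share was 13.1% and limma called 515 bins, 467 higher and 48 lower; same-numbered libraries deviated together with r = 0.344. After quantile normalization limma called 434 bins, of which 62.2% were higher, against 98.0% without it. Outside UR the longest variant regions were on 2R from 19872000 to 20186000, on X from 9697100 to 10004000 and on 2L from 5403200 to 5703500. There rawRT rose from -1.49 ± 0.22 (SD, n = 2) to -0.44 ± 0.085 (SD, n = 2), from -1.25 to -0.58 and from -1.14 to -0.16. Of the bins tested there, limma called 1 of 2, 1 of 5 and 4 of 6.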

Given that RT profiles generated by TIGER rely on copy number measurements, we wanted to determine what fraction of RT changes reside within UR regions that are known to change copy number in an SUUR-dependent manner. 88.66% of the genomic regions that change RT in an SUUR-dependent manner fall within known UR regions in the *SuUR* mutant (Figure 4A).

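Of the 323 variant bins in SuUR, 217 had at least 0.5 of their windows in UR of the wild-type salivary gland, or 67.2%. At a UR threshold of -1 the share was 94.7%, and with any overlap counted 75.2%. Of the UR bins 87.9% were variant, with a median rise of 3.07. Outside UR 102 variant bins were higher and 4 lower in SuUR, with a median change of 1.06.

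**Figure D2:**
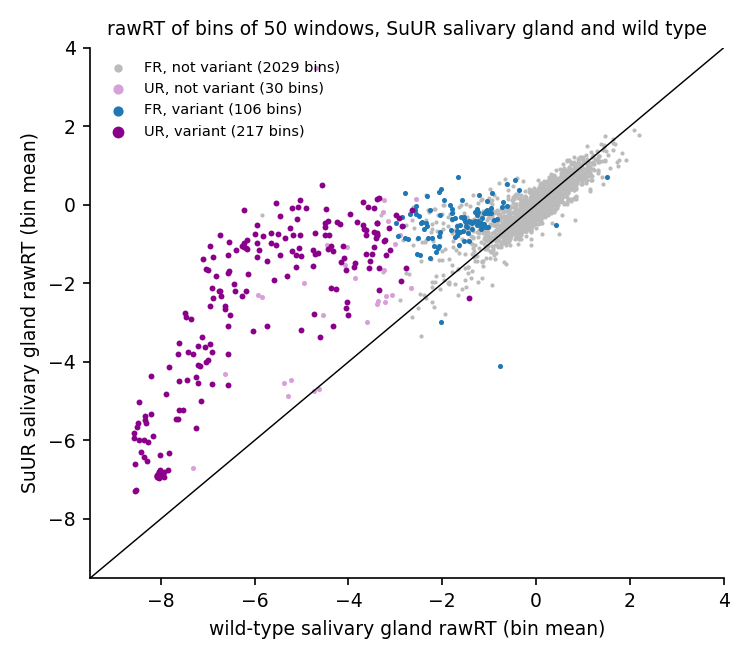
Mean rawRT (score) of each bin of 50 windows in the wild-type salivary gland (horizontal axis) and in SuUR (vertical axis), each the mean of 2 libraries; colours mark UR and variant bins and the line marks equal values. Variant bins, 217 in UR and 106 outside it, lie mostly above the line.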

**Figure 4:**
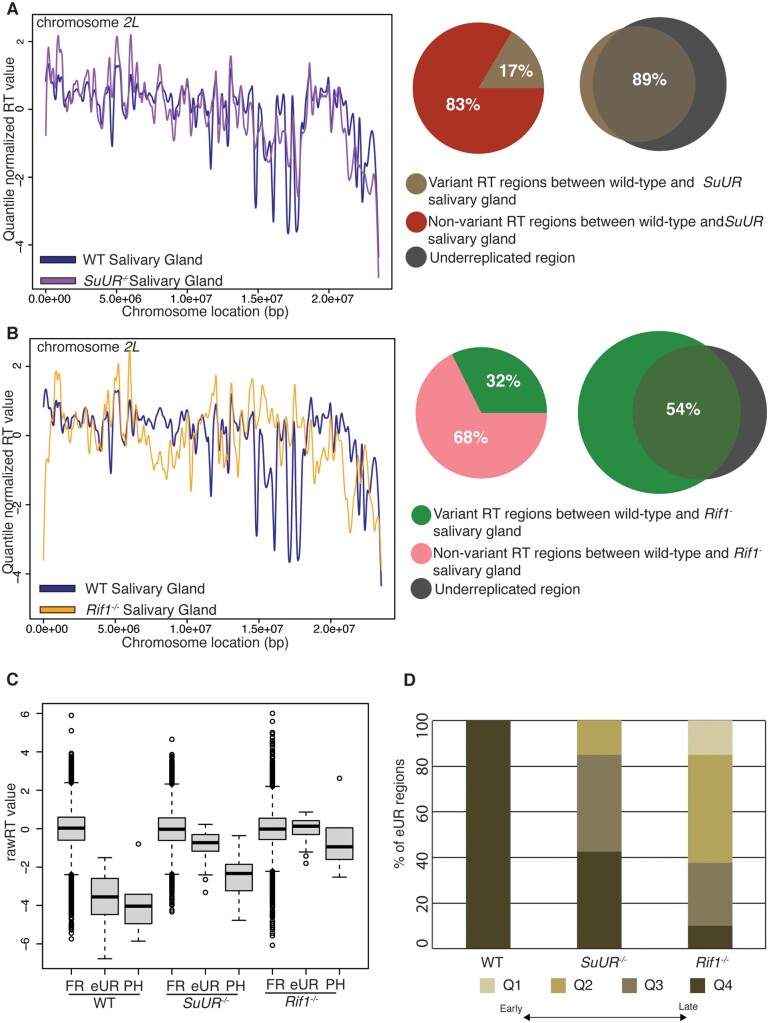
SUUR and Rif1 have differential effects on RT and UR. (A) LOESS regression lines showing average wild-type (blue) and *SuUR* mutant (purple) salivary gland RT values across the chromosome *2L* scaffold. See Supplementary Figure S4A for all other chromosome arms. Pie chart of all genomic windows of significantly different RT in an *SuUR* mutant (brown) and unchanged RT in an *SuUR* mutant (red) relative to wild-type across the major chromosome scaffolds. Venn diagrams comparing variant RT regions in *SuUR* mutant (brown) relative to wild-type and underreplicated region from both euchromatin and pericentromeric heterochromatin region (gray) in salivary gland. (B) LOESS regression lines showing average wild-type (blue) and *Rif1* mutant (yellow) salivary gland RT values across the chromosome *2L* scaffold. See Supplementary Figure S3B for all other chromosome arms. Pie chart of all genomic windows of significantly different RT in a *Rif1* mutant (green) and unchanged RT in a *Rif1* mutant (pink) compared to wild-type, across the major chromosome scaffolds. Venn diagrams comparing variant RT regions in *Rif1* mutant (green) relative to wild-type and underreplicated region from both euchromatin and pericentromeric heterochromatin region (gray) in salivary gland. (C) Box plot quantifying the distribution of rawRT values of the genomic regions that are fully replicated (FR), underreplicated and comes from euchromatic region (eUR) or underreplicated pericentromeric heterochromatin (PH) in wild type, *SuUR and Rif1* mutant salivary glands. (D) Bar-plot showing the distribution of rawRT values of eUR regions by rawRT quartiles, in wild type, *SuUR and Rif1* mutant salivary glands.

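Rif1 profiles came from 2 libraries, each from the salivary glands of 20 larvae that carry a pair of Rif1 null alleles, in the same strain background as the SuUR stock and not in Oregon R. The Rif1 gene lies on 2R of dm6 from 15864309 to 15869147, on the minus strand. Of the 6 windows over it, 4 had no value in either Rif1 library, while all 6 had values in the wild-type and SuUR salivary gland libraries. The remaining windows had a median rawRT of -1.21 and -1.33 in the Rif1 libraries and all 6 had 0.49 and 1.24 in the wild type. Without a value were 1892 windows in Rif1 replicate 1 and 1920 in replicate 2, and the depth is unknown.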

Next, we used TIGER to generate RT profiles from *Rif1* null mutant larval salivary glands. 

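The Rif1 libraries had r = 0.957 for smoothed RT over 116720 windows, 0.880 to 0.989 on single arms, and r = 0.853 for rawRT. Their rawRT had an autocorrelation of 0.545 ± 0.026 (SD, n = 2 libraries) between adjacent windows, 0.107 ± 0.032 (SD, n = 2) at 100 windows and 0.0530 ± 0.017 (SD, n = 2) at 1000 windows. Over FR windows alone the value at 100 windows was 0.138.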

Similar to wild-type and *SuUR* mutant data sets, biological replicates were highly correlated and displayed a high degree of autocorrelation (Figure 4B, Supplementary Figures S1A and S4D). 

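In Rif1 717 of 2382 bins were variant relative to the wild-type salivary gland, in 84 regions, which is 30.1% of the bins, and 71.7% of them had the higher rawRT in Rif1. With the replicate number as a block the share was 29.2%. limma called 961 of 2350 bins, 675 higher and 286 lower, and 955 with the block; same-numbered libraries deviated together with r = 0.188. After quantile normalization limma called 1266 bins, of which 37.7% were higher, against 70.2% without it. That normalization offsets a net rise by lower values elsewhere, so the change in share does not test the direction. A difference of at least 1 was found in 22.3% of the bins, and in 27.1% with rawRT divided by the signal SD.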

Comparison of wild-type and *Rif1* mutant RT profiles of the larval salivary gland revealed that 32% of genomic regions had a significant change in RT (Figure 4B). 

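Of the 717 variant bins in Rif1, 241 lay in wild-type UR, or 33.6%. They are 97.6% of all UR bins, and their rawRT rose by a median of 4.75. The share was 53.7% at a UR threshold of -1 and 26.0% without the limit on region length.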

Of all the regions that displayed differential RT in the *Rif1* mutant relative to wild type, only 53.38% fell within known UR regions (Figure 4B). This indicates that, in contrast to SUUR, Rif1 functions as a global regulator of RT in the polyploid larval salivary gland similar to its function in other diploid cell types (Cornacchia *et al.* 2012; Hayano *et al.* 2012; Yamazaki *et al.* 2012; Peace *et al.* 2014; Foti *et al.* 2016; Armstrong *et al.* 2020).

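Outside UR 476 bins were variant in Rif1, or 20.0% of all bins, of which 273 were higher and 203 lower than in the wild type. Of variant regions with less than 0.1 of their windows in UR, the longest was on 2R from 19676000 to 20956000, with 138 protein-coding genes, where rawRT rose from -0.90 ± 0.010 (SD, n = 2) to 0.74 ± 0.030 (SD, n = 2), and limma called all 19 bins tested there; 5.92% of its windows are in UR, as it holds the eUR region from 20409000 to 20480000. On 3R from 8968200 to 10056000 rawRT fell from 0.21 ± 0.011 (SD, n = 2) to -0.79 ± 0.057 (SD, n = 2). On 3L from 18683 to 838730 it fell from 0.85 ± 0.084 (SD, n = 2) to -0.35 ± 0.29 (SD, n = 2). The mutant and the wild type differ in strain background too, and the values do not separate the effects. From the large share of changes outside UR, the paper concludes that Rif1 regulates RT across the genome in this tissue, unlike SUUR.

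**Figure D3:**
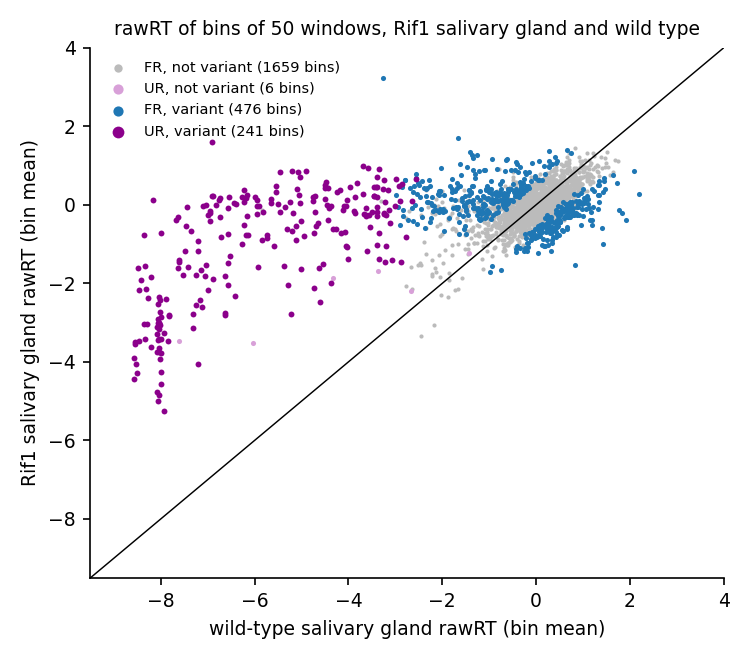
Mean rawRT (score) of each bin of 50 windows in the wild-type salivary gland (horizontal axis) and in Rif1 (vertical axis), each the mean of 2 libraries; colours mark UR and variant bins and the line marks equal values, and 4 bins fall outside the axes. Variant bins outside UR, 476 in all, lie on both sides of the line.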

To determine the effect that SUUR and Rif1 have on RT, specifically within UR regions of the genome, we compared the RT values within UR regions. For this analysis, we separated UR regions that fall within the euchromatic arms of the genome (eUR) from the underreplicated PH that is mappable by short-read sequencing (PH). As expected, the RT values for the UR regions were significantly later than the fully replicated regions of the genome in wild-type salivary glands, as UR regions are known to be late replicating (Figure 4C) (Zhimulev *et al.* 1982, 2003; Nordman *et al.* 2011; Nordman and Orr-Weaver 2012; Nordman *et al.* 2014). In addition, the RT values within UR regions in wild-type salivary glands are likely artificially low due to extreme copy number differences in UR regions. 

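In wild-type salivary glands the median rawRT of the 45 eUR regions was -4.87 on the mean profile of both libraries, and -4.32 in replicate 1 and -5.28 in replicate 2, with an SD of 0.68 between them (n = 2). FR windows had a median of -0.050, a difference of -4.82. The median of PH windows was -8.03 on the mean profile, with an SD of 0.84 between the libraries (n = 2), and PH was below FR in all 10 pairs of an arm and a library. The regions were called by their low wild-type value, so no test was made in the wild type. With a UR threshold of -1 the difference between eUR and FR moved most, to -1.92.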

Similar to wild type, eUR and PH regions of genome still displayed a pattern of late replication in the *SuUR* mutant (Figure 4C). 

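In SuUR the median rawRT of the eUR regions was -1.22 on the mean profile of both libraries, and -1.17 in replicate 1 and -0.94 in replicate 2, with an SD of 0.16 between them (n = 2). In each library it was below that of the FR windows, with a difference of -1.19 in replicate 1 and -0.81 in replicate 2. The same number of windows was placed at random 10000 times in the FR part of the same arms; the eUR median was below the placements (two-sided permutation test, p = 0.0002, the smallest that they can give). PH windows had a median of -6.80 on the mean profile, with an SD of 0.92 between the libraries (n = 2), and were below FR in all 10 pairs of an arm and a library.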

In *SuUR* mutant, the difference in RT between the fully replicated and eUR or PH regions of the genome was not as substantial as in wild type. This is likely due to changes in copy number within UR regions, and not true changes in RT, as UR regions in the *SuUR* mutant are still some of the latest replicating regions of the genome (Figure 4A). In contrast to wild type and *SuUR* mutants, the eUR regions were not replicating later than the fully replicated regions of the genome in the *Rif1* mutant (Figure 4C). 

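The difference between the eUR and FR medians was -1.15 in SuUR. From wild type to SuUR rawRT rose in all 45 eUR regions, by a median of 3.29 and by 0.897 to 5.53. Paired by replicate number, the median rise was 2.85 in replicate 1 and 3.75 in replicate 2, so it exceeded the difference between the pairs. The regions were called by their low value in these wild-type libraries, which favours a rise. At the cytologically most proximal divisions, the median was -5.46 in wild type and -2.92 in SuUR.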

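In Rif1 the median rawRT of the 45 eUR regions was -0.10 on the mean profile of both libraries, and 0.020 in replicate 1 and -0.094 in replicate 2, with an SD of 0.080 between them (n = 2). Against FR windows the difference was -0.074, within the spread of the random placements (two-sided permutation test, p = 0.441). Its sign depended on the setting: with region means it was 0.0063 (p = 0.849 from the same permutation test), and with the threshold at 1.5 SD below the mean it was -0.45 (p = 0.0002, the smallest the permutation test can give). Over the 30 regions outside the most proximal divisions, a set chosen after seeing the data, the difference was 0.16 (p = 0.0468 from the same permutation test).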

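PH windows of Rif1 had a median rawRT of -3.23 on the mean profile, with an SD of 0.33 between the libraries (n = 2). PH was below FR in 8 of 10 pairs of an arm and a library. The exceptions were both libraries on X, with medians of 3.59 and 2.96 over 134 windows, where windows of extremely high rawRT lie in the Rif1 libraries. With PH taken as the most proximal cytological division of each arm, it was below FR in all 10 pairs and its median was -1.56. On X it was barely so in replicate 1, at -0.019 against 0.023 in FR. In replicate 2 the X values were -0.405 and -0.068.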

The PH in the *Rif1* mutant, however, replicates later than the fully replicated regions of the genome. To deconvolve the effect copy number has on the absolute RT values generated by TIGER, we compared distribution of RT values in eUR regions by RT quartiles for each genotype (Figure 4D). 

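In wild-type salivary glands all 45 eUR regions, 100%, had a median rawRT in Q4, in the mean profile and in each library. The UR threshold of -2.85 lies below the limit of Q4, so this share is fixed by the way the regions were called. A UR threshold of -1 lies above that limit, so that a region can fall outside Q4; with it 93.1% of 102 regions were in Q4.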

In wild type, all eUR regions fall within the latest replicating quartile. In the *SuUR* mutant 85% of the eUR regions remain in the two latest quartiles (Q3 and Q4). In contrast, in the *Rif1* mutant <40% of the eUR regions are found in the two latest quartiles. 

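In SuUR 60.0% of the 45 eUR regions were in Q4, 31.1% in Q3, 8.89% in Q2 and none in Q1, so 91.1% were in Q3 or Q4. The libraries gave 91.1% in replicate 1 and 88.9% in replicate 2. Outside the most proximal divisions 86.7% of the 30 regions were in Q3 or Q4, and a UR threshold of -1 gave 83.3% of 102 regions.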

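In Rif1 51.1% of the 45 eUR regions were in Q3 or Q4, of which 33.3% were in Q4 and 17.8% in Q3, and 40.0% were in Q2. Each library taken alone gave 46.7%. The setting moved this share: it was 69.4% with the threshold at 1.5 SD below the mean, and 26.7% over the 30 regions outside the most proximal divisions, a set chosen after seeing the data.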

Strikingly, 15% of regions are found in the earliest replicating quartile (Q1). 

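In Rif1 8.89% of the eUR regions, 4 of 45, were in Q1, with 8.89% in replicate 1 and 6.67% in replicate 2. Quartile limits from the running median gave 20.0%, and region means 13.3%. The highest Rif1 rawRT was found on 3R from 28033000 to 28224000, at 0.93 ± 0.086 (SD, n = 2), against -4.62 in wild type and 0.081 in SuUR. Next were 3L from 4881400 to 5080100, at 0.84 ± 0.017 (SD, n = 2), and 2R from 20409000 to 20480000, at 0.65 ± 0.24 (SD, n = 2), over the gene side-VIII. The lowest were 2R from 1355400 to 1521500, at -3.61 ± 0.25 (SD, n = 2), 3R from 3895300 to 4174500, at -2.29 ± 0.49 (SD, n = 2), and 2R from 1590600 to 3877300, at -2.16 ± 0.17 (SD, n = 2), all in the most proximal division of their arm.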

Together these data indicate two key points. First, changes in copy number due to UR can be separated from changes in RT, using TIGER. Second, SUUR and Rif1 have different effects on RT within UR regions. 

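From SuUR to Rif1 rawRT rose in all 45 eUR regions, by a median of 0.993 and by 0.036 to 3.97 (two-sided exact sign test over regions, p = 5.7e-14). Regions are not replicates; over the libraries, 2 against 2, the exact permutation test gave p = 0.333, the smallest that it allows. Paired by replicate number the median rise was 1.21 in replicate 1 and 0.737 in replicate 2, and with the replicate number as a block it was 0.976; same-numbered libraries deviated together with r = 0.209. A UR threshold of -1 moved it most, to 0.530.

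**Figure D4:**
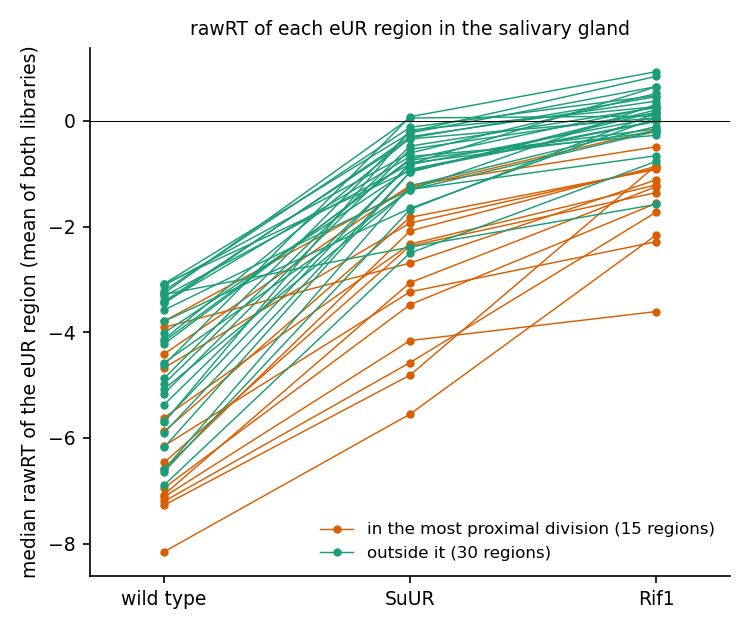
Median rawRT (score, mean of 2 libraries) of each of the 45 eUR regions in wild-type, SuUR and Rif1 salivary glands, with a line per region. The 15 regions in the most proximal division of an arm and the 30 outside it are coloured apart, and every line rises from SuUR to Rif1.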

While eUR and PH are predominately late replicating in an *SuUR* mutant, only a subset of eUR regions and PH is late replicating in the *Rif1* mutant, compared to the fully replicated regions. Therefore, we conclude that loss of SUUR function suppresses UR independently of RT, whereas loss of Rif1 function results in both loss of late RT and loss of UR within eUR regions. This suggests that SUUR’s ability to promote UR at eUR regions depends on Rif1 to promote late replication within these regions.

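Outside the most proximal divisions the 30 eUR regions had median rawRT of -4.19 in wild type, -0.77 in SuUR and 0.15 in Rif1. Of these regions 40.0% were in Q4 in SuUR and 6.67% in Rif1. The choice of these regions was made after seeing the data. The paper reasons that eUR regions of SuUR regain copies but stay late, whereas those of Rif1 lose both UR and late replication, and concludes that the loss of UR in SuUR does not depend on RT.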

### SUUR depends on Rif1 function to promote underreplication of eUR regions

TIGER-generated RT profiles for wild type, *SuUR and Rif1* mutant salivary glands make two key predications that can be tested cytologically. First, Rif1 mutants should have a replication pattern that is clearly distinct from wild type or *SuUR*-mutant salivary glands along the euchromatic arms. Second, *SuUR* binding to eUR sites (along the euchromatic arms of chromosomes) should largely be abolished since they are no longer late replicating in the *Rif1* mutant. SUUR binding to PH, however, should be largely unaffected in *Rif1* mutant polytene salivary glands. In support of the first prediction, the global pattern of EdU incorporation into chromosome arms of *Rif1* mutant salivary gland polytene chromosomes has recently been shown to differ significantly from that of wild-type or *SuUR* mutant polytene chromosomes. Sites that are normally late replicating and underreplicated in wild-type chromosomes appear to replicate earlier in S phase in a *Rif1* mutant (Kolesnikova *et al.* 2020). To extend this finding, we monitored the completion of replication of salivary glands by performing polytene squashes and staining chromosomes with anti-PCNA antibody to mark sites of active replication. PCNA labeling within the *35A* to *36D* region on chromosome *2L*, which contains several UR loci, was monitored for replication in different stages of S phase. In the *SuUR* mutant, UR regions at *35B*, *35E*, and *36D* all complete replication in late S phase, consistent with our TIGER measurements of RT (Figure 5A). In addition, the normally underreplicated region at *36C* completed replication prior to the underreplicated region at *36D* (Figure 5A). 

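On 2L, the eUR region in 36B-C lies from 16946000 to 17335000 and the region in 36D from 17536000 to 17956000. Their SuUR rawRT was -1.23 ± 0.16 (SD, n = 2 libraries) and -1.68 ± 0.31 (SD, n = 2). By library the values were -1.41 and -1.18 in the first region and -1.88 and -1.44 in the second, so 36D was the lower in each library. Over the band intervals of the cytological map, the median was -1.20 and -0.85 in 36C and -1.80 and -1.47 in 36D. The eUR regions in 35B and 35E had -0.97 and -0.96 in SuUR, and those in 35D -0.81, -1.30 and -1.65. In Rif1 the regions in 35B and 35E had 0.21 and 0.17, and those in 35D 0.65, 0.31 and 0.056. The Rif1 values were -0.10 in 36B-C and 0.15 in 36D.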

Consistent with this cytological observation, our TIGER RT profiles revealed that *36C* has an earlier RT value then *36D*. In contrast, these same regions have an earlier replication pattern in the *Rif1* mutant rather than late S phase in the *SuUR* mutant (Figure 5A). These specific RT differences validate the RT values we measured by TIGER. These cytological observations also validate our assertion that TIGER can measure RT even within the eUR regions.

**Figure 5:**
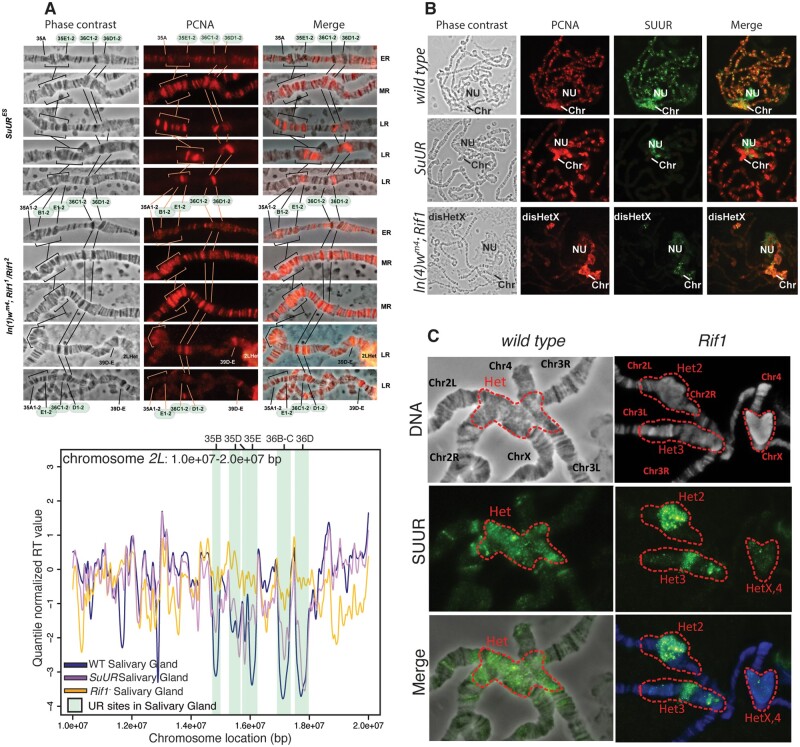
SUUR depends on Rif1 functions to UR of eUR regions (A) PCNA staining patterns in the 35A-36D region of *chr2L*. *35E*, *36C*, and *36D* are normally underreplicated. TIGER-generated RT profiles of the same region are shown for reference. ER, early replicating; MR, mid S phase replication; LR, late replicating. RT phases were determined by PCNA staining pattern in salivary glands. (B) anti-SUUR (green) and anti-PCNA (red) immunostaining of late replicating nuclei of the following genotypes: Oregon R (wt), *SuUR*, In(1)wm4; *Rif1*. Note that the *In(1)wm4* chromosome has an inversion that translocates a portion of heterochromatin on the *X* chromosome to *3C*. Chr, chromocenter; Chr3Het, Chromosome *3* heterochromatin; disHetX, distal heterochromatin of chromosome *X* transferred by inversion *In(1)wm4* to the region *3C*, NU, nucleolus. (C) anti-SUUR (green) immunostaining of late replicating nuclei of the following genotypes: Oregon R (wt), *Rif1*. Chr, chromosome; Het, heterochromatin.

Since UR is abolished in a *Rif1* mutant, and eUR regions replicate earlier in a *Rif1* mutant (Figure 4B and 4C), raised the possibility that SUUR requires Rif1 to associate with chromatin and/or replication forks in eUR regions. For example, SUUR is known to target late replicating regions of the genome, it should no longer bind to those regions if they replicate earlier in S phase. SUUR, however, should still bind to the late replicating PH in a *Rif1* mutant as SUUR was shown to localize to heterochromatin in a *Rif1* mutant and heterochromatin replicates late in *Rif1* mutant salivary glands (Munden *et al.* 2018). We monitored the localization of SUUR in wild-type and *Rif1* mutant polytene chromosomes using a SUUR antibody. As predicted, SUUR does not bind to the eUR regions in *Rif1* mutant salivary glands (Figure 5B). In contrast, SUUR still localized to the PH in *Rif1* mutant salivary gland chromosomes (Figure 5, B and C). We did observe, however, that the pattern of SUUR localization to the chromocenters was slightly altered in a *Rif1* mutant (Figure 5C). SUUR was not evenly distributed throughout the entire chromocenter, rather some regions of the chromocenter were stained more brightly than others and SUUR was often clustered in puncta (Figure 5C). Together, these cytological data complement our TIGER-generated RT profiles and indicate that SUUR requires Rif1 to associate with replication forks within these late replicating regions of the genome.

## Discussion

To understand the relationship between UR and RT, we have applied TIGER, a sorting-independent computational method to profile RT genome wide, to successfully measure RT in several polyploid tissues. By comparing genome-wide RT profiles between wild type, *SuUR and Rif1* mutants, we were able to further our understanding of the mechanisms Rif1 employs to promote underreplication (UR). We have found that SUUR and Rif1 have differential effect on RT. Furthermore, Rif1-dependent control of RT is critical for SUUR to promote UR in specific genomic regions. Our work has further emphasized the link between late replication and UR by demonstrating that tissue-specific UR is correlated with tissue-specific RT.

Methods to measure the genome-wide patterns of RT are dependent on FACS to isolate S and G1 phase populations (Ryba *et al.* 2011; Armstrong *et al.* 2018; Marchal *et al.* 2018; Hulke *et al.* 2020). FACS of large polyploid cells for RT profiling, however, is not efficient and this limitation has prevented profiling polyploid cells of the larval salivary gland, which has served as an important model for genome biology. Through the utilization of TIGER, we have overcome this challenge. This sorting-independent protocol is the latest addition to the repertoire of RT profiling methods and has proven to be both time saving and cost effective. We were able to generate TIGER-based RT profiles of multiple polyploid cells and several lines of evidence indicate that these profiles reflect true genome-wide RT profiles. RT profiles are highly reproducible between biological replicates, have a high degree of autocorrelation as a function of chromosome position, are correlated with transcript abundance and frequency of ORC2 binding sites and are visually similar to RT profiles of diploid tissues generated by the G1/S method.

TIGER-generated RT profiling of larval salivary glands revealed that while SUUR and Rif1 are both necessary for UR, they have significantly different effects on RT. While SUUR is responsible for a significant portion of UR (Makunin *et al.* 2002; Nordman and Orr-Weaver 2015; Munden *et al.* 2018), it has only a modest effect on RT. In contrast, Rif1 has a significant effect on RT. The fraction of the salivary gland genome that is dependent on Rif1 for RT is significantly greater than what was observed for Drosophila follicle cells or wing discs (Armstrong *et al.* 2020). While differences in the statistical methods used to perform variant calling could be responsible for subset of these differences, it is clear that Rif1 differentially affects RT in these three cell types. This is consistent with our previous observations showing that Rif1 controls RT in a cell-type-specific manner (Armstrong *et al.* 2020). It is still unknown, however, how Rif1’s activity is regulated to establish cell-type-specific patterns of RT.

Our previous work revealed that SUUR recruits Rif1 to replication forks to inhibit fork progression (Munden *et al.* 2018). RT profiling and SUUR localization in *Rif1* mutant salivary glands indicates that SUUR is dependent on Rif1 to promote late replication for SUUR-mediated UR. Thus, we propose a revised model for how Rif1 mediates UR (Figure 6). First, Rif1 promotes late replication of specific eUR and PH regions. Subsequently, SUUR localizes to these late replicating regions to inhibit replication fork progression in conjunction with Rif1. In the absence of Rif1, however, eUR regions that are normally underreplicated lose their late RT status and SUUR is unable to target replication forks within these regions. The PH UR sites, however, are still late replicating in absence of Rif1 likely due to additional factors that are dependent on H3K9 methylation status (Armstrong *et al.* 2019). SUUR still localizes to these PH regions, but is unable to inhibit fork progression and promote UR because Rif1 is not present and SUUR is unable to inhibit fork progression in the absence of Rif1 (Munden *et al.* 2018). This model is in agreement with multiple observations indicating that SUUR binding to euchromatic and PH is different and that the genetic requirements for UR in euchromatin and PH are unique (Guarner *et al.* 2017; Armstrong *et al.* 2019).

**Figure 6:**
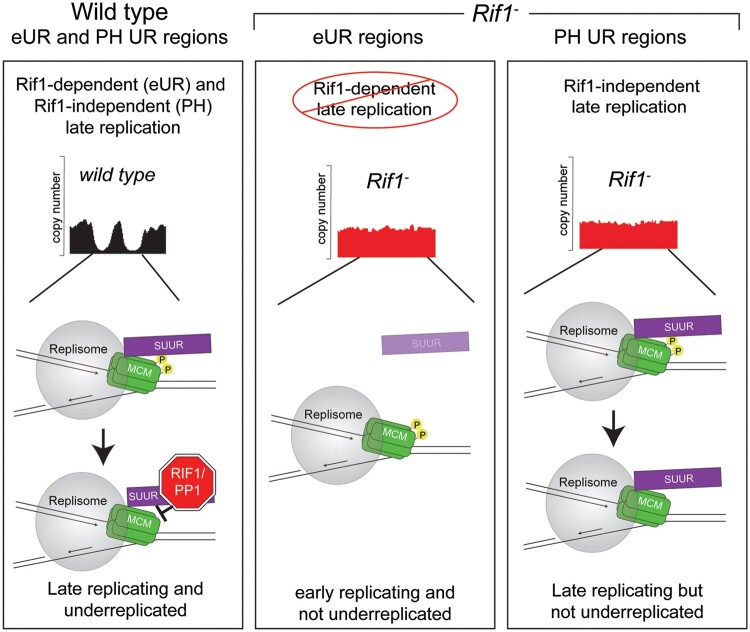
A model for Rif1-dependent promotion of underreplication. In this revised model, Rif1 first promotes late replication of certain genomic regions. Next, SUUR promotes underreplication in a subset of those late-replicating regions by recruiting Rif1/PP1 to replication forks to inhibit fork progression. Without Rif1, eUR regions replicate early and SUUR is unable to target replication forks in those regions. PH regions, however, remain late replicating in the absence of Rif1. Therefore, SUUR is able to target replication forks within PH regions. Without Rif1, SUUR cannot inhibit fork progression to promote UR.

It is still unknown how exactly SUUR targets specific late-replicating regions of the genome to promote UR. In addition, it is unclear what aspects of chromatin structure and/or function change during development to generate tissue-specific patterns of UR. Data presented here demonstrate that tissue-specific RT correlates with tissue-specific UR. While late replication appears to be necessary for UR, it is not sufficient. Therefore, in addition to RT, there must be additional factors that help SUUR target specific genomic regions to promote UR.

## Data availability

All unique research materials and data will be freely available to other investigators. Data sets described in this manuscript can be found under the GEO accession number: GSE172375. Supplementary material included at figshare: https://doi.org/10.25386/genetics.15135105.

How the deposited data were processed for this re-analysis (not part of the article)

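Replication timing was measured by whole-genome sequencing in 6 groups of 2 libraries, 12 in all: wild-type, SuUR and Rif1 salivary glands, wild-type fat bodies, wild-type follicle cells and yellow white wing discs. Salivary gland libraries were each made from 20 larvae, fat body libraries from 25 larvae at 96 h after egg laying, and follicle cell libraries from 200 ovary pairs. Groups and replicate numbers were taken from the sample labels and the paper. The 12 rawRT and 12 smoothed columns were all assigned to a library; those of follicle cells and wing discs by the strain, tissue and replicate number in their names.

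The authors aligned reads to dm6 with BWA mem, kept uniquely mapping reads without duplicates, counted them in windows of 1000 uniquely alignable bp, corrected for GC content, removed outlier windows by segmentation separately in arms and in eUR, and scaled the result. The deposited rawRT is a score with a mean near 0 and an SD near 1 over the arms outside eUR and PH, and it can be negative. The authors smoothed rawRT with a cubic spline for the second table; its columns keep the mean of rawRT, although the methods describe a further scaling to a mean of 0 per chromosome. The follicle cell and wing disc columns have a mean of 0 and an SD of 1 over all windows of X and of chromosome 4, which the other columns do not. How the follicle cell and wing disc scores were made by the authors is not described in the paper's text beyond the earlier publication. The segmentation by TIGER and the merging with an earlier list of UR regions were not repeated, since TIGER and that list were not used here. Neither table carries read counts, so the depth per library is unknown and no counting intervals were computed; precision was judged from the difference between libraries, of which there are only 2 per group.

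UR regions were called from the mean rawRT of both libraries with a running median over 21 windows and a threshold 1 SD below the mean of all windows; runs were merged over gaps of fewer than 10 windows, and regions of at least 50 kb were kept. PH ended at 100 consecutive windows above the threshold, counted from the centromere, and the rest was eUR. The arms X, 2L, 2R, 3L and 3R were analysed. For each comparison with the wild-type salivary gland, bins of 50 windows were tested by a one-way analysis of variance of rawRT, following the paper's methods, with a Bonferroni adjusted p of 0.01 and a length limit of 200 kb; a bin counted as UR when at least 0.5 of its windows were in UR. Because windows of one library are not replicates, bin means per library were also tested with limma (lmFit and eBayes), using bins with at least 25 values in each library and a Benjamini-Hochberg adjusted p of 0.05. The median rawRT of eUR regions was compared with 10000 random placements in the fully replicated part of the same arms, and medians of 2 sets of regions were compared with 100000 permutations, both with seed 11. Medians of a region or set are those of the mean profile, and the SD given with them is that between the medians of the single libraries, so a median need not be their mean. Autocorrelations were set against 100 permutations of each library. Genes and cytological bands were taken from the RefSeq annotation of the same assembly.

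The pairing by replicate number comes from the labels, which number the libraries of every group 1 and 2; whether same-numbered libraries were prepared together is not described in the paper's text. The main tests have no block, and the replicate number as a block was tried beside them.

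The regions named in the text were set by a rule: the eUR regions in the bands 35B, 35D, 35E, 36B-C and 36D, the fat body-specific site on 2L between 10 and 20 Mb, the 3 longest variant regions of each comparison with less than 0.1 of their windows in UR, the SuUR and Rif1 genes, and the 3 eUR regions with the highest and the 3 with the lowest Rif1 rawRT. The fat body-specific sites named outside that interval, on 2L, X and 3R, were named after their values were seen. The rule, the tests and most alternatives were fixed before the data were examined; the alternatives for follicle cells and wing discs, PH from the cytological map where it redefines eUR, and the crossed block were added after seeing the data. The alternatives covered the bin size, the length limit, quantile normalization, scaling by the signal SD, the UR threshold and running median, region means, the quartile limits, the block and each replicate left out.

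The tests were tested on simulated data. Of 2382 bins, 200 were shifted by 1.5; the analysis of variance found 100% of them with 7 false bins, and limma, on 2333 bins of which 196 were shifted, found 100% with 6 false calls. Without any shift the analysis of variance kept 0 bins (92 passed its threshold before the length limit) and limma called 0 bins (108 at an unadjusted p below 0.05). The simulated deviations were independent between bins, which favours removal of false bins by the length limit. In the data, libraries of a group set against each other kept 135 bins in wild type and 96 in the fat body. The shift of 1.5 exceeds the median change of 1.06 in SuUR variant bins outside UR, and smaller shifts were not simulated. All 40 simulated UR regions were found, with 0 extra.

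Computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Transcript abundance, ORC2 binding and cytological labelling were not analysed here.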

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

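The tests of chromosome 4 and of the high X windows were chosen after those values were seen.

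Chromosome 4, which the paper's comparisons of the major arms leave out, had a median rawRT of -1.965 in wild-type salivary gland replicate 1 and -1.71915 in SuUR replicate 1 over 1181 windows. In the 6 other salivary gland and fat body libraries the median lay between -0.090 and 0.023. What drew attention is a difference inside groups of the same genotype. If only the normalization of chromosome 4 differed between libraries, the shape along the chromosome would stay, and the running medians of the wild-type libraries correlated with r = 0.632. Replicate pairs without such a difference in level correlated with r = 0.589 in Rif1 and 0.730 in the fat body. The wild-type value lay between these, so it shows no loss of shape beyond that of such pairs. The SuUR libraries correlated less, with r = 0.425. Replicate 1 of the wild type was closer to replicate 1 of SuUR, with r = 0.871, against 0.627 for replicate 2 of both. A batch of all replicate 1 libraries would lower the 4 such libraries of salivary gland and fat body, but only 2 were below -1. The pattern cannot be told apart from a normalization of this chromosome that differed between libraries, nor from another difference that the wild-type and SuUR replicate 1 libraries share. No biological explanation was tested, since the design gives none for a difference within a genotype.

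Windows with a rawRT above 10 gathered in the X heterochromatin of the Rif1 libraries, the most proximal division of X, with 69 windows in replicate 1 and 61 in replicate 2. There were 0 and 0 in the wild-type salivary gland libraries and 2 and 5 in the SuUR libraries. Over all arms the Rif1 libraries had 137 and 116 such windows, of which 62 and 48 lay in the most proximal divisions of the other arms and 6 and 7 elsewhere, and 53 outside the X heterochromatin were high in both libraries. The wild type had 4 and 5 over all arms, SuUR 14 and 23, the fat body 23 and 17, and follicle cells 94 and 97, most of these outside the proximal divisions. The Rif1 excess is therefore not confined to X, and the tests below cover the X heterochromatin only. Of the high windows of Rif1 replicate 2, 98.4% were also high in replicate 1, and of those of replicate 1, 87.0% in replicate 2, so noise of single libraries does not account for them. The 60 windows high in both libraries lie on X from 21734000 to 21739000, 22257000 to 22433000, 23149000 to 23223000 and 23322000 to 23533000. Their median was 45.4 and 35.8 in the Rif1 libraries, -6.57 and -7.12 in the wild type, -3.58 and -3.48 in SuUR, -6.27 and -4.70 in the fat body, -2.82 and -2.59 in follicle cells and -1.30 and -1.26 in wing discs. The scores of follicle cells and wing discs come from the G1/S method, and whether extra copies would raise them was not tested. For repeats collapsed in the reference and hidden by underreplication in the wild type, Spearman's rho of wild-type and Rif1 rawRT over the X heterochromatin was 0.172; hidden copies need not keep their order in the wild type, so this value does not decide the question. For a strain variant shared by the mutant stocks, the highest SuUR median of these windows was -3.48, which does not decide it either, since low values in SuUR would hide extra copies as well. A variant carried by the Rif1 stock alone was not tested. The windows cannot be told apart from any of these explanations or from an effect of the Rif1 mutation, so their origin remains open.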

How the results depend on the processing

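The 59 results were recomputed under 278 alternatives: 169 left the result as it was, 105 moved it, 3 reversed it and 1 made it stronger. A result with a test was left as it was when its direction and its side of the threshold stayed, whatever its size, a count when it stayed within 1.5 times, and any other value when it stayed within the spread. For every change listed the cause was not tested. All alternatives for follicle cells and wing discs, PH from the cytological map except for PH itself, and the crossed block were chosen after seeing the data.

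Without the limit on region length the variant share rose from 13.6% to 20.99% in SuUR and from 30.1% to 39.5% in Rif1. It rose from 20.2% to 34.9% in the fat body, from 34.1% to 51.6% in follicle cells and from 24.8% to 41.9% in the wing disc. The share of variant bins in UR then fell to 46.8% in SuUR, 26.0% in Rif1, 23.8% in the fat body, 20.0% in follicle cells and 24.6% in the wing disc. At a UR threshold of -1 it was 94.7%, 53.7%, 63.1%, 54.9% and 70.2% in the same order, and with any overlap counted 75.2%, 37.8%, 42.3%, 35.1% and 46.8%. With PH from the cytological map it was 45.9% in the fat body, 37.7% in follicle cells and 49.7% in the wing disc.

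Quantile-normalized rawRT gave a variant share of 10.3% in the fat body, and rawRT divided by the signal SD gave 9.78% there and 12.6% in the wing disc; the second scaling put 54.1% of the fat body and 68.9% of the wing disc variant bins in UR. Bins differing by at least 1 were 11.3% in SuUR, 25.7% in Rif1 and 10.6% in the fat body after quantile normalization, and 13.9%, 27.1% and 22.7% after division by the signal SD. With one replicate left out they ranged from 13.1% to 16.98% in SuUR, from 21.2% to 24.9% in Rif1 and from 17.4% to 21.4% in the fat body.

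Bins of 20 windows changed the number of limma calls from 356 to 861 in SuUR, from 961 to 1906 in Rif1, from 499 to 848 in the fat body, from 1560 to 3588 in follicle cells and from 1355 to 2914 in the wing disc, in part because there are more of them. In the fat body limma called 985 bins with all libraries in one fit, 805 after quantile normalization, 0 with the replicate block (652 at an unadjusted p below 0.05) and 793 with the crossed block. With the replicate block it called 515 bins in SuUR, 955 in Rif1, 1387 in follicle cells and 1258 in the wing disc; for follicle cells, where same-numbered libraries deviated with r = -0.067, the variant share with the block was 33.3%. Quantile normalization turned the share of higher calls from 98.0% to 62.2% in SuUR, from 70.2% to 37.7% in Rif1, from 61.7% to 50.6% in the fat body, from 65.0% to 42.1% in follicle cells and from 66.5% to 36.3% in the wing disc; the signal SD turned the fat body share to 46.2%. Under quantile normalization higher calls were thus no longer the majority in Rif1, follicle cells and the wing disc. This normalization gives every library of a comparison the same distribution of values. A net rise, such as that in UR regions, is then offset by lower values elsewhere, so these shares do not test the direction of change.

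The threshold of -1 gave 102 eUR regions in place of 45. In wild type the difference between eUR and FR was then -1.92, and it was -5.74 with the threshold at 1.5 SD below the mean and -4.17 with PH from the cytological map. In SuUR the difference of -1.15 became -0.61 at the threshold of -1, -1.42 at 1.5 SD and -0.73 with PH from the cytological map, and ranged from -1.19 to -0.81 with one library left out. In Rif1 the difference of -0.074 reversed to 0.0063 with region means, to 0.011 in replicate 1 alone and to 0.16 with PH from the cytological map (p = 0.0468 from the placement permutation test), and grew to -0.45 at 1.5 SD, where it passed the threshold; single libraries gave from -0.021 to 0.011. Over these alternatives p of the placement permutation test ranged from 0.0002 to 0.943. Whether eUR replicates with, later than or earlier than FR in Rif1 therefore depends on which regions count as eUR. The earlier outcome came from PH of the cytological map, a set chosen after seeing the data.

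At the threshold of -1, 93.1% of the eUR regions were in Q4 in wild type, 83.3% in Q3 or Q4 in SuUR and 53.9% in Rif1. The SuUR share of 91.1% became 93.3% with region means and with limits from the running median, 88.9% after division by the signal SD, 95.6% with limits from FR windows and 86.7% with PH from the cytological map, and ranged from 88.9% to 91.1% over single libraries. The Rif1 share of 51.1% became 69.4% at 1.5 SD, 46.7% with region means and for each library alone, and 26.7% with PH from the cytological map. The Rif1 share in Q1 of 8.89% became 5.56% at 1.5 SD, 13.3% with region means and with the cytological map, and 20.0% with limits from the running median, and ranged from 6.67% to 8.89% over single libraries. PH against FR fell in size under the cytological map, to -5.43 in wild type, -2.88 in SuUR and -1.55 in Rif1.

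Replicate correlations were lower for rawRT (0.925 in wild type, 0.819 in SuUR, 0.853 in Rif1, 0.766 in the fat body, 0.926 in follicle cells and 0.635 in the wing disc), for FR windows (0.963, 0.890, 0.877, 0.903, 0.968 and 0.952) and as Spearman's rho (0.974, 0.905, 0.878, 0.822, 0.956 and 0.954). Over FR windows the autocorrelation at 100 windows fell to 0.205 in wild type, 0.168 in SuUR, 0.0543 in the fat body, 0.0477 in follicle cells and 0.0321 in the wing disc. The higher salivary gland value at fat body-specific sites ranged from 0.694 to 2.52 with one library left out.

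The rise from SuUR to Rif1 in eUR and the difference between salivary gland-specific and shared eUR in the fat body kept their direction under each alternative tried. In the cytological bands 35 values were the same and 7 moved. The depth is unknown, so how far it limits any result was not assessed.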

Differences from the paper's values

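Pearson's r of the fat body replicates was 0.989 against the paper's 0.98. None of the alternatives set before the data were examined came closer: r was 0.766 for rawRT and 0.903 for FR windows, and Spearman's rho was 0.822.

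In what follows a value is within the margin when neither it nor the paper's value is more than 1.5 times the other, so a value within the margin can still lie far from the paper's.

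The paper's share of follicle cell variant regions in UR is 53.38%, against 30.2% here. The alternatives for follicle cells and wing discs were chosen after seeing the values; 54.9% at a UR threshold of -1 and 37.7% with PH from the cytological map were within the margin, while 35.1% with any overlap, 20.0% without the length limit and 33.4% after division by the signal SD were not. For the wing disc the paper's share is 68.52%, against 41.02%. At a threshold of -1 it was 70.2%, with any overlap 46.8%, after division by the signal SD 68.9% and with the cytological map 49.7%, which were within the margin, and without the length limit it was 24.6%, which was not.

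For the fat body the paper's share of variant regions in UR is 60.31%, against 37.8%. Among the alternatives set before the data were examined, a threshold of -1 with 63.1% and division by the signal SD with 54.1% were within the margin, any overlap with 42.3% was just within it but left most of the difference, and the missing length limit with 23.8% was outside it; the cytological map, chosen after seeing the values, gave 45.9%, within the margin. For Rif1 the paper's share is 53.38%, the same number as for follicle cells, against 33.6%. A threshold of -1 came to 53.7%. Any overlap with 37.8% was just within the margin but left most of the difference, and 26.0% without the length limit and 31.4% after division by the signal SD were outside it, as was 35.0% with the cytological map, chosen after seeing the values.

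The paper counts 28 salivary gland-specific eUR regions, against 16. With wild-type replicate 1 left out there were 19, which is within the margin though still 9 regions short; the other alternatives, an overlap of at least 0.5 with 18, calls in single fat body libraries with 16 and 17, a threshold of -1 with 45, and wild-type replicate 2 left out with 13, were outside it, as was the cytological map with 12, chosen after seeing the values.

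The paper's share of Rif1 eUR regions in Q1 is 15%, against 8.89%. Region means with 13.3% and quartile limits from the running median with 20.0% were within the margin, as was the cytological map with 13.3%, chosen after seeing the values. A threshold of -1 with 9.80%, 1.5 SD with 5.56%, division by the signal SD and limits from FR windows with 8.89% each, and single libraries with 6.67% to 8.89% were outside it.

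The paper places under 40% of the Rif1 eUR regions in the latest 2 quartiles, against 51.1%; PH from the cytological map, chosen after seeing the values, gave 26.7%, below that bound. Fig. 3F shows a fat body-specific site on 2L between 10 and 20 Mb, and none was called there; with a UR threshold of -1 in both tissues one was called from 19217000 to 19293000.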

Other observations

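The tests of single libraries against each other, of the distance to UR without the length limit, of the windows missing from fat body replicate 2, of the arm tips and of the selection of shared regions were chosen only after the result was seen, while the other explanations in this part were written down before their tests were run.

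Differences between libraries of one genotype were set against the variant shares. When the 4 libraries of a comparison were split otherwise, 3 splits in all with the real one, the largest share was 1.60% for SuUR against 13.6% for the real split, 0.210% for Rif1 against 30.1%, and 3.95% for the fat body against 20.2%. These other splits put a real difference inside each arm, which lowers their shares, so they do not decide the question. The libraries of one group, set against each other, had variant shares of 5.67% in wild type, 1.68% in SuUR, 0.420% in Rif1 and 4.03% in the fat body. Single libraries of both groups gave 10.5% and 11.2% for SuUR, 19.4% and 18.5% for Rif1, and 9.87% and 12.7% for the fat body. The largest share within a group was thus 0.540 of the smallest share between groups for SuUR, 0.307 for Rif1 and 0.574 for the fat body. Differences between libraries may therefore account for part of each share, and by this ratio for a smaller part in Rif1 than in SuUR and the fat body.

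Over 2093 FR bins the change from wild type to SuUR and the change to Rif1 were correlated, with a mean r of 0.678 when each used another wild-type library, and 0.710 over the 1606 bins more than 500 kb from UR. Bins are not independent replicates. Both mutants share a strain background that the wild type lacks, and the value cannot tell a strain difference from a shared effect of the mutations. The differences of the fat body, which is Oregon R, from the same wild-type salivary gland libraries correlated with the mutant changes too. The mean r was 0.288 with SuUR and 0.449 with Rif1, or 0.368 over both. Each of these correlations has the wild-type salivary gland profile subtracted on both sides, which by itself favours a positive r. Another wild-type library on each side removes the noise of a library only. A positive r therefore does not show an unusual wild-type profile or a shared effect of the mutations. The subtraction may account for part of the overlap. Follicle cells gave 0.403 with SuUR and 0.605 with Rif1, and wing discs 0.491 and 0.617.

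The 106 SuUR variant bins outside UR lay a median of 192.1 kb from UR, against 1268 kb for the same pattern shifted along the arms (permutation test, p = 0.0001, the smallest that 10000 shifts can give), and 45.3% lay within 100 kb of UR against 6.70% of FR bins. A bin counted as outside UR when less than 0.5 of its windows were in UR, so some of these bins hold UR windows. With any overlap counted, the share of SuUR variant bins in UR rose from 67.2% to 75.2%. Such bins are near UR by definition, which shortens the distances. The limit on region length favours nearness too, since a bin beside UR is kept together with its UR neighbours. Without that limit 266 bins outside UR passed the threshold, at a median of 826 kb against 1225 kb (permutation test, p = 0.0014), with 19.9% within 100 kb, so the nearness was smaller but remained. The distances were not recomputed without the bins that hold UR windows. For the other bins, a candidate explanation is that some are edges of UR regions that lie above the UR threshold. With the limit, the other comparisons had 17.2% within 100 kb for Rif1, with a median distance of 948 kb against 1164 kb (p = 0.0803 from the same permutation test), and 18.0% for the fat body, with 624 kb against 1201 kb (p = 0.0011 from the same permutation test). Without it the medians were 1067 kb against 1185 kb for Rif1 (p = 0.106 from the same permutation test) and 970.5 kb against 1234 kb for the fat body (p = 0.0055 from the same permutation test).

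Whether regions with the lowest wild-type copy number keep the lowest rawRT in the mutants was tested over the 30 eUR regions outside the most proximal divisions. In SuUR Spearman's rho was 0.333 (permutation p = 0.071, Benjamini-Hochberg adjusted 0.284 over 4 relations) and Pearson's r 0.334 (permutation p = 0.0696), which fell to 0.076 without the 2 regions farthest from the median. In Rif1 rho was 0.229 (permutation p = 0.222, adjusted 0.443) and r 0.154 (permutation p = 0.422), or 0.039 without those 2. No such relation was found at this number of regions.

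Of the windows without a value in fat body replicate 2, 4623 lay in 45 runs of at least 20 windows. Outside fat body UR, 18.1% of windows were missing where the running median of replicate 1 was below -1, and 4.80% elsewhere, a ratio of 3.77. Removal of low segments by the outlier filter of the authors, which treats arms and eUR apart, would give such an excess. Only 9921 windows were low in this sense, however, and most of the 6807 missing windows lay elsewhere, so the excess covers a part of them. The missing values bear on the fat body values at salivary gland-specific eUR, where 10 of 16 regions rest on replicate 1 alone. Shared regions are selected by their low fat body value. With calling and measuring in different fat body libraries the smaller of the crossed differences was 1.31, over the 6 specific regions with a value in replicate 2. Both libraries measure the same tissue, so this removes the noise of a library only, and the difference cannot be told apart from the selection.

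At the tips of 2L, 3L and 3R, over the outermost 100 windows, Rif1 libraries were below both wild-type libraries in 4 of 4 cases with a value, and SuUR libraries in 5 of 6. These tips were picked for their low Rif1 values. At the tip of 2R both Rif1 libraries were above both wild-type libraries (-2.05 and -1.25 against -3.78 and -2.46), and at the tip of X they had -1.30 and -0.84 against -1.51 and -0.98. Replicate 1 was below replicate 2 in 12 of 13 pairs of salivary gland libraries over the tips of the 5 arms, but that difference alone would not put Rif1 replicate 2 below both wild-type libraries, as it was at 2L, 3L and 3R; Rif1 replicate 1 had a value at 2L only. The later tips cannot be told apart from a strain difference between Oregon R and the background of both mutants.

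The 45 salivary gland eUR regions had low rawRT in the other tissues as well. In follicle cells 88.9% were in Q3 or Q4 (median rawRT -0.59, placement permutation test p = 0.0002, the smallest it can give) and in wing discs 84.4% (median -0.65, the same p from the same permutation test). In the fat body 93.3% were in Q4. Of the 45 regions, however, 29 overlap UR called in the fat body, where a low value can reflect fewer copies rather than late replication. Of the 16 others, 10 rest on fat body replicate 1 alone.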
